# *Bacillus subtilis* biofilm matrix components target seed oil bodies to promote growth and anti-fungal resistance in melon

**DOI:** 10.1038/s41564-022-01134-8

**Published:** 2022-06-06

**Authors:** M. V. Berlanga-Clavero, C. Molina-Santiago, A. M. Caraballo-Rodríguez, D. Petras, L. Díaz-Martínez, A. Pérez-García, A. de Vicente, V. J. Carrión, P. C. Dorrestein, D. Romero

**Keywords:** Microbiology, Applied microbiology

## Abstract

Beneficial microorganisms are used to stimulate the germination of seeds; however, their growth-promoting mechanisms remain largely unexplored. *Bacillus subtilis* is commonly found in association with different plant organs, providing protection against pathogens or stimulating plant growth. We report that application of *B. subtilis* to melon seeds results in genetic and physiological responses in seeds that alter the metabolic and developmental status in 5-d and 1-month-old plants upon germination. We analysed mutants in different components of the extracellular matrix of *B. subtilis* biofilms in interaction with seeds and found cooperation in bacterial colonization of seed storage tissues and growth promotion. Combining confocal microscopy with fluorogenic probes, we found that two specific components of the extracellular matrix, amyloid protein TasA and fengycin, differentially increased the concentrations of reactive oxygen species inside seeds. Further, using electron and fluorescence microscopy and metabolomics, we showed that both TasA and fengycin targeted the oil bodies in the seed endosperm, resulting in specific changes in lipid metabolism and accumulation of glutathione-related molecules. In turn, this results in two different plant growth developmental programmes: TasA and fengycin stimulate the development of radicles, and fengycin alone stimulate the growth of adult plants and resistance in the phylloplane to the fungus *Botrytis cinerea*. Understanding mechanisms of bacterial growth promotion will enable the design of bespoke growth promotion strains.

## Abstract (web summary)

Mechanisms of growth promotion of *Bacillus subtilis* on melon seeds are identified using a combination of multi-omics and microscopy.

## Main

Seed germination is a complex biological process that is controlled by interconnected hormone-regulated pathways^1^. Seed inoculation with plant growth-promoting rhizobacteria is commonly used to enable bacterial colonization of plants and beneficial effects of plant growth-promoting rhizobacteria post germination^2^. A detailed understanding of the mechanisms that underpin growth-promoting host–microbe interactions is important to enable design of innovative biotechnological probiotics.

*Bacillus subtilis* and closely related species coexist with plants, providing multiple beneficial services^3^. Production of polyvalent secondary metabolites, sporulation or biofilm formation underpin bacterial fitness and bioactivity towards plants^4^. Biofilms are formed by bacterial cells that are embedded in a secreted extracellular matrix (ECM)^5^ that is essential for efficient colonization of plant organs^6^. The ECM also comprises secondary metabolites that mediate bacterial communication with the plants by triggering physiological responses associated with defence or growth^7^.

Here we investigated the mechanism by which melon seeds respond to the stimulatory activity of *B. subtilis* and evaluated the functions of the ECM in this microbe–host interaction.

## Results

### *B. subtilis* regulates metabolism and growth of colonized plants

Beneficial bacteria can promote two different and genetically controlled stages of seed germination, namely germination itself and growth of the emergent radicle^8^. Melon seeds treated with *B. subtilis* NCIB 3610 produced larger radicles compared with those grown from untreated seeds (Fig. 1a). However, the germination rates (initial emergence of the radicle) of treated seeds did not change compared with untreated seeds. We analysed the expression levels of *GA20ox1* and *CYP07A1*, which are two genes involved in the modulation of the determinant ratio of abscisic acid and gibberellins^9^, and found that they are statistically similar between treated and untreated seeds (Extended Data Fig. 1a,b). Analysis of transcriptomes of three pools of seeds 16 h after treatment with a suspension of *B. subtilis* did not identify any changes in the expression levels of the genes involved in the germination-related hormone signalling pathway. However, the upregulation of plant genes involved in carbon metabolism and photosynthesis, together with repression of plant heat shock proteins and structural proteins of lipid storage vesicles (oleosin and caleosin), was detected and enabled activation of seed metabolism (Fig. 1b and Extended Data Fig. 1c,d)^10–12^.

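The seed transcriptomes were analysed here from the authors' deposited table of counts per gene. It holds 2 libraries of untreated seeds and 2 libraries of seeds treated with *B. subtilis*, a soil bacterium that forms biofilms on plants. The paper places the sampling 16 h after treatment, whereas the sample labels give an age of 5 days, and the number of pools that the paper gives differs from the number of libraries per group. The total was 59126538 and 62241824 counts in the libraries of untreated seeds, and 59423180 and 57390080 counts in those of treated seeds. All values in the table are even numbers, for a reason not given in the sources used here, so the number of reads behind each count may be lower than the count. The authors trimmed the reads, aligned them to the *Cucumis melo* genome with Bowtie2 and counted uniquely localized reads per gene, which leaves out reads that fit several copies of a gene. Of 29980 gene models, 18229 passed edgeR's filter on low counts. They were scaled by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Expression is given as CPM, counts per gene scaled by TMM to a common library size. Gene descriptions came from the authors' deposited tables of DEGs, which hold 202 seed genes and 97 leaf genes. All other gene models were analysed by identifier. The gene lists are therefore counts within those tables, which the study drew from these same libraries. Their direction, the separation of their groups and their passing when adjusted over the list alone are therefore not independent evidence. The paper speaks of pools of seeds, and the sources used here do not say how the libraries relate to them, so p-values measure only the spread between these libraries.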

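Among the genes with a description, 2 belonged to gibberellin metabolism and signalling and 2 to abscisic acid signalling. All 4 were lower in both libraries of treated seeds than in both libraries of untreated seeds. The same held for 121 of the 131 genes that are lower in the authors' deposited seed table. Gibberellin-regulated protein 2 (MELO3C011008), of a family of small cysteine-rich proteins that respond to gibberellin, had 156 ± 16.5 CPM (SD, n = 2) in untreated seeds and 26.3 ± 15.1 CPM (SD, n = 2) in treated seeds, a log2 fold change of -2.57 (standard error 0.39). Gibberellin 2-beta-dioxygenase 8 (MELO3C032832), of an enzyme class that inactivates gibberellins, had 3.36 ± 1.35 CPM and 1.08 ± 0.365 CPM (SD, n = 2 each), a log2 fold change of -1.63 (standard error 0.46). An abscisic acid receptor (MELO3C016864) had 329 ± 15.5 CPM in untreated seeds and 158 ± 8.28 CPM in treated seeds (SD, n = 2 each), a log2 fold change of -1.06 (standard error 0.15). The receptor PYL4 (MELO3C008314), which binds abscisic acid and inhibits protein phosphatases of its pathway, had a log2 fold change of -1.73 (standard error 0.31). None of the 4 passed edgeR's quasi-likelihood test over 18229 genes, with adjusted p from 0.367 to 0.572. All 4 had an unadjusted p under 0.05, as had all 202 genes of the authors' deposited seed table. Passing when adjusted over the list alone, as all 4 did, was therefore fixed in advance. DESeq2 called 3 of them lower, with adjusted p = 1.66e-10 for gibberellin-regulated protein 2, 8.6e-06 for the receptor MELO3C016864 and 3.68e-05 for PYL4, but not gibberellin 2-beta-dioxygenase 8 (adjusted p = 0.0872 from DESeq2). A further 3 genes of ethylene biosynthesis and response were also lower in treated seeds, and DESeq2 but not edgeR called all of them. Among them was the transcription factor ERF110 (MELO3C024989), at 22.1 ± 2.60 CPM in untreated seeds and 5.88 ± 2.56 CPM in treated seeds (SD, n = 2 each). The 1 gene of jasmonic acid biosynthesis, a lipoxygenase (MELO3C031317), had 3.25 ± 1.32 CPM and 15.4 ± 14.3 CPM (SD, n = 2 each), with an unadjusted p under 0.05 and a log2 fold change of 2.25, which was 0.71 without seed *B. subtilis* replicate 2. Neither edgeR (adjusted p = 0.618) nor DESeq2 (adjusted p = 0.524) called it. The genes *GA20ox1* and *CYP707A1* were not analysed by name here.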

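The described genes included 5 of the photosynthetic light reactions and 4 of carbon metabolism. All were higher in both libraries of treated seeds than in both libraries of untreated seeds. The same held for all 71 genes that are higher in the authors' deposited seed table. Oxygen-evolving enhancer protein 1 (OEE1, MELO3C007507), a subunit of the water-splitting complex of photosystem II, had 3.45 ± 0.573 CPM (SD, n = 2) in untreated seeds and 11.7 ± 3.59 CPM (SD, n = 2) in treated seeds, a log2 fold change of 1.77 (standard error 0.30). The log2 fold changes of the enhancer proteins OEE2-1 (MELO3C016190) and OEE3-2 (MELO3C002510) were 1.75 and 1.76, that of the electron carrier Fd-like (MELO3C019440) was 1.42 and that of the photosystem I subunit PSAD2 (MELO3C006539) was 1.27. The small chain of ribulose bisphosphate carboxylase (MELO3C012252), the enzyme that fixes carbon dioxide, had 14.3 ± 2.96 CPM in untreated seeds and 32.4 ± 1.60 CPM in treated seeds (SD, n = 2 each), a log2 fold change of 1.18 (standard error 0.21). Glutamate dehydrogenase (Gdh, MELO3C008802) had a log2 fold change of 1.20, pyruvate, phosphate dikinase (ppdK, MELO3C006585) of 1.15, and phosphoenolpyruvate carboxykinase (pckG, MELO3C007687), an enzyme of gluconeogenesis, of 1.11. None of these genes passed edgeR's quasi-likelihood test, with adjusted p from 0.418 to 0.514. All had an unadjusted p under 0.05, as had every gene of the authors' deposited seed table, so they passed over the list alone by construction. DESeq2 called all of them higher, with adjusted p from 0.000107 to 0.0127, as did the combination of edgeR and DESeq2 p-values by Fisher's method.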

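Heat shock proteins, chaperones that keep other proteins from aggregating, formed the largest described group, with 19 of 22 members lower and 3 higher in treated seeds by fitted values. Several of them share a description, so the tags Hsp70_2, Hsp22 and Hsp were assigned by the position of their points in Fig. 1b. The heat shock 70 kDa protein assigned to Hsp70_2 (MELO3C003917) had 1207.5 and 144 CPM in the untreated libraries and 15.0 and 3.18 CPM in the treated ones, a log2 fold change of -6.22 (standard error 1.22). The class IV small heat shock protein assigned to Hsp22 (MELO3C016449) had 174 and 7.19 CPM in untreated seeds and 1.14 and 0.607 CPM in treated seeds, a log2 fold change of -6.69 (standard error 1.46). The class I protein assigned to Hsp (MELO3C014827) had 49.0 and 11.3 CPM in untreated seeds and 1.57 and 1.18 CPM in treated seeds, a log2 fold change of -4.45 (standard error 0.70). The 3 members on the other side included an Hsp20/alpha crystallin family protein (MELO3C019917), at 5.99 ± 2.69 CPM in untreated seeds and 23.2 ± 9.48 CPM in treated seeds (SD, n = 2 each). Both described structural proteins of oil bodies, the lipid stores of the seed, were lower. Oleosin (MELO3C009988), which coats the oil body surface, had 127 ± 25.1 CPM in untreated seeds and 41.0 ± 12.1 CPM in treated seeds (SD, n = 2 each), a log2 fold change of -1.62 (standard error 0.26). Caleosin (Clo, MELO3C023038), a calcium-binding protein of the same surface, had a log2 fold change of -1.47 (standard error 0.30). None of these 24 genes passed edgeR's quasi-likelihood test, with adjusted p from 0.418 to 0.652. All had an unadjusted p under 0.05, which the choice of that table fixed, so they passed over the list alone by construction. DESeq2 called oleosin (adjusted p = 1.1e-06) and caleosin (adjusted p = 0.000369) lower. Of the heat shock genes, DESeq2 called 4 lower and 3 higher, and the combination by Fisher's method called 18 heat shock genes lower and 3 higher. The untreated libraries stood apart in the heat shock genes: the list's median log2 CPM was 7.57 and 4.72 in untreated seeds and 3.84 and 3.18 in treated seeds. Its median log2 fold change was -3.22 over all libraries and -0.90 without seed control replicate 1, which leaves 1 untreated library. In that fit, MELO3C003917 had -3.99, MELO3C016449 -3.04 and MELO3C014827 -3.04. Small heat shock genes can come in near-identical copies, so their single counts are uncertain. The paper reports higher carbon metabolism and photosynthesis genes and lower heat shock, oleosin and caleosin genes. It states that these changes enabled an activation of seed metabolism.

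**Figure D1:**
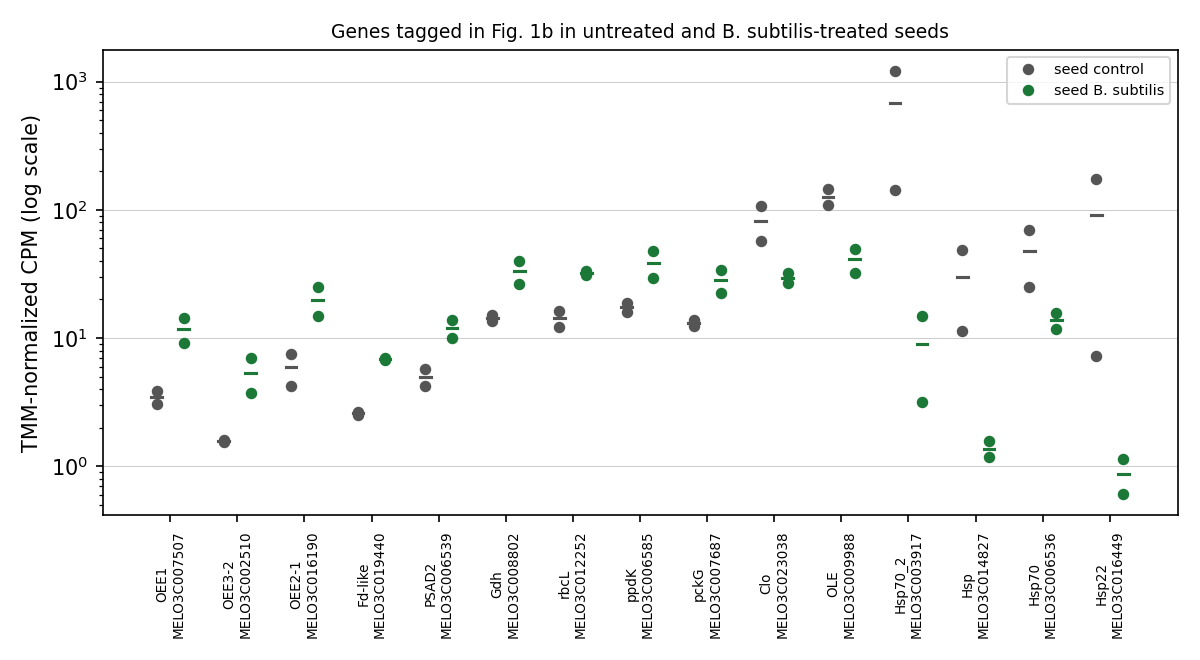
TMM-normalized CPM, on a log scale, of genes tagged in Fig. 1b in untreated seeds and in seeds treated with *B. subtilis*. Each point is 1 library and each bar the mean of 2; the 2 untreated libraries lie far apart for Hsp70_2 (1207.5 and 144 CPM) and Hsp22 (174 and 7.19 CPM).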

**Fig. 1:**
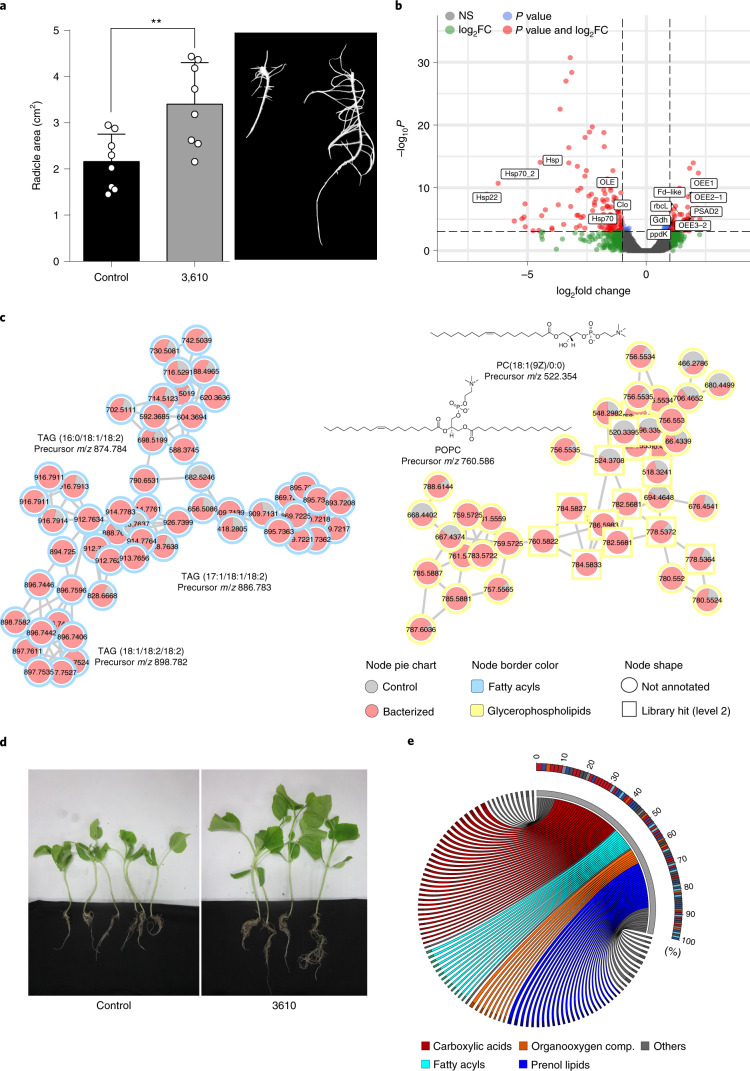
Interaction of *B. subtilis* with the seeds stimulates radicle development and results in growth-promoting effect on adult plants. **a**, Left: average ± s.d. radicle areas after seed treatments with *B. subtilis*. Statistical significance was assessed by a two-tailed *t*-test (*n* = 8; *P* = 0.0056). Right: representative radicles from untreated seed (left) and a *B. subtilis*-treated seed (right) 5 d after treatments. **b**, Volcano plot of DEGs identified by RNA-seq in bacterized seeds and untreated seeds 16 h after treatment. *P* values were calculated on the basis of the Fisher method using nominal *P* values provided by edgeR and DEseq2. Dashed lines represent the threshold defined for *P* (horizontal) and fold change (vertical) for a gene to be considered as DEG. Tags label the genes related to seed germination progress: OEE1, oxygen-evolving enhancer protein 1; OEE3-2, oxygen-evolving enhancer protein 3-2, chloroplastic; OEE2-1, oxygen-evolving enhancer 2-1, chloroplastic; Fd-like, erredoxin-like; PSAD2, photosystem I reaction centre subunit II, chloroplastic; Gdh, glutamate dehydrogenase; rbcL, ribulose bisphosphate carboxylase small chain; ppdK, pyruvate, phosphate dikinase; pckG, phosphoenolpyruvate carboxykinase; Clo, caleosin; Hsp70_2, heat shock 70 kDa protein_2; Hsp, class I heat shock protein; Hsp70, heat shock 70 kDa protein_1; and Hsp22, 22.0 kDa class IV heat shock protein. NS, not significant. **c**, Molecular families corresponding to fatty acyls analogous to triacylglycerides and glycerophospholipids differentially abundant in seeds 0 h after seed bacterization. Pie charts inside the nodes indicate the mean of the peak abundance of each metabolite in the corresponding condition. Node shape indicates the level of identification according to ref. ^78^. The chemical structures of annotated features based on spectral matches to GNPS libraries are also presented for each molecular family. POPC, 1-palmitoyl-2-oleoyl-glycero-3-phosphocholine; PC, phosphocholine. **d**, Adult plants grown from seeds treated with *B. subtilis* (3610, right) or from untreated seeds (control, left). **e**, Circos plot showing the top 100 metabolites significantly more abundant in leaves of plants grown from bacterized seeds versus those in leaves of the control plants. Ribbon colours refer to the class of each metabolite, and thickness is proportional to the log_2_FC values. The curved colour bar shows the contribution of each metabolite (rectangles inside the bar coloured according to their chemical class) to the total abundance (100%), ordered from highest to lowest contribution. Source data

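The described genes with the smallest p-values on the lower side in treated seeds were conglutin beta 5, a serine proteinase inhibitor and a glycosyltransferase. Conglutin beta 5 (MELO3C006516), a seed storage globulin, had 942 ± 161 CPM (SD, n = 2) in untreated seeds and 103 ± 54.2 CPM (SD, n = 2) in treated seeds, a log2 fold change of -3.19 (standard error 0.38). The serine proteinase inhibitor (MELO3C018349) had a log2 fold change of -1.78 and the glycosyltransferase (MELO3C019888) of -3.13. On the higher side, ubiquitin carboxyl-terminal hydrolase 12 (MELO3C017644), which removes ubiquitin from proteins, had 2.40 ± 0.269 CPM in untreated seeds and 9.50 ± 0.141 CPM in treated seeds (SD, n = 2 each). Glutamate racemase (MELO3C016243) had a log2 fold change of 1.83 and an amaranthin-like lectin (MELO3C022429) of 1.41. All 4 members of the list of storage and late embryogenesis abundant (LEA) proteins were LEA proteins (3) or a dehydrin (1), which protect drying seeds. They were lower, with a median log2 fold change of -1.57, which was -0.73 without seed control replicate 1, and DESeq2 called 2 of them. Of 2 glutathione S-transferases, F13 (MELO3C016034) had a log2 fold change of -2.17 and MELO3C023220 of -1.57 (median -1.87, and -1.25 without seed control replicate 1), and gamma-glutamylcyclotransferase (MELO3C011173), of a family that cleaves glutathione or gamma-glutamyl amino acids, of -1.35. Of 4 enzymes of reactive oxygen species, the peroxidases MELO3C003628 (1.40) and MELO3C014654 (1.65, and 0.75 without seed *B. subtilis* replicate 2) were higher, and a peroxidase (MELO3C028619, -1.49) and 1-Cys peroxiredoxin (MELO3C006744, -1.12) were lower on the log2 scale. Both xyloglucan endotransglucosylases, which remodel the cell wall (MELO3C017478 and MELO3C017480), were lower (-1.27 and -1.06), while glucan endo-1,3-beta-glucosidase 6 (MELO3C005254, 1.34) and histone H3 (MELO3C014618, 1.25, and 0.51 without seed *B. subtilis* replicate 2) were higher. Of 3 root and vascular markers, WAT1-related MELO3C010598 (1.87) and PHLOEM PROTEIN 2-LIKE A9 (MELO3C021767, 1.42) were higher and WAT1-related MELO3C010177 (-1.58, and -0.83 without seed control replicate 1) was lower. Of the fixed lists, 7 had no member in the seed table: the glyoxylate cycle and fatty acid beta-oxidation, heat shock factors, WRKY factors, phenylpropanoid and flavonoid biosynthesis, cytosolic ribosomal proteins, leaf senescence and organelle-encoded genes.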

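None of these named seed genes passed edgeR's quasi-likelihood test, which called 0 of 18229 genes, with a smallest adjusted p of 0.327. At an unadjusted p under 0.05, 667 genes were higher and 657 lower, and all the listed genes were among them. DESeq2 called both glutathione S-transferases, gamma-glutamylcyclotransferase, both xyloglucan endotransglucosylases, the glucosidase and histone H3. It called 3 of the 4 enzymes of reactive oxygen species and 2 of the 3 root and vascular markers. Members of these lists also passed when adjusted over the list alone, but the members come from the authors' table of DEGs, drawn from these libraries. Over all genes, DESeq2 called 100 genes higher and 135 lower, edgeR's likelihood ratio test 68 higher and 122 lower, and the combination by Fisher's method 338 higher and 412 lower. In simulated counts with 200 changed genes, DESeq2 also called 40.5 (26 to 47 over 10 draws) unchanged genes and Fisher's combination 256.5 (234 to 326). DESeq2's calls moved to 55 higher with counts divided by 2, and without single libraries to between 1 and 353 higher and between 28 and 472 lower. At the paper's further threshold of a log2 fold change above 1 or below -1, these numbers were 77 and 119, 66 and 122, and 197 and 300. Of the 202 genes in the authors' deposited seed table, all had an unadjusted p under 0.05 here and DESeq2 called 154 in the same direction. Single libraries moved the calls of edgeR's quasi-likelihood test, with 77 genes higher and 88 lower without seed control replicate 1 and 22 and 362 without seed control replicate 2. The numbers were 17 and 13 without seed *B. subtilis* replicate 1 and 0 and 0 without seed *B. subtilis* replicate 2.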

Metabolomic profiles of treated and untreated seeds were compared to reveal increased abundance of energetic resources, such as glycerophospholipids and fatty acyls with analogy to triacylglycerides (TAGs) in the initial stages (0 h) after treatment with *B. subtilis* cells (Fig. 1c and Extended Data Fig. 2a). At 24 h after the treatment, metabolite levels were similar between both conditions, although specific changes in the abundance of metabolites within these lipidic classes remained clear (Extended Data Fig. 2a).

These post-germination stimulatory effects of treatment with *B. subtilis* were long-lasting, considering that 1-month-old adult plants emerging from treated seeds developed a more vigorous radicular system and canopy than those emerging from untreated seeds (Fig. 1c). We analysed the metabolome of three adult plants that emerged from treated seeds to define putative metabolic changes that were associated with this long-lasting growth-promoting effect. Carboxylic acids, lipids and lipid-like molecules and organooxygen compounds were the main classes of metabolites differentially detected in aerial regions (leaves and stem) of plants grown from treated and untreated seeds (Extended Data Fig. 2b), while metabolomic composition of the roots was not significantly different between treated and untreated groups.

Changes in fatty acyls, carboxylic acids, organooxygen compounds and prenol lipids were the main metabolic signatures of the leaves from plants grown after bacterial treatment of the seeds (Fig. 1e). Our metabolomic analysis also revealed differential accumulation of l-tryptophan and cinnamic acids in leaves of adult plants derived from treated seeds (Extended Data Fig. 2c). Both families of molecules are biomarkers of beneficial plant–bacteria interactions^13,14^.

### *B. subtilis* extracellular matrix and growth promotion

We investigated the growth dynamics of the *B. subtilis* population during the first 5 d after seed treatment in the seed and emergent radicle (Fig. 2a) by colony-forming unit (c.f.u.) plating over seed and radicle extracts. In the radicles, the population remained unchanged and almost every cell sporulated upon radicle emergence (2 d after treatment). In the seeds, however, the bacterial population increased during the first 5 d post treatment and became almost entirely sporulated 4 d after bacterization. These results suggest that *B. subtilis* cells, mostly spores, may have been passively dragged by the emergent radicle or might have colonized and proliferated inside seeds. We used scanning electron microscopy analysis (SEM) of treated seeds to confirm that *B. subtilis* colonizes the inner regions of the seeds (Extended Data Fig. 3a). Confocal laser scanning microscopy (CLSM) analyses of transversely sectioned seeds previously treated with fluorescently labelled *B. subtilis* (CellTracker cm-DII) indicated that bacterial cells accumulate in the storage tissues near the seed micropyle, which is a natural entry point for bacteria into seeds^15^ (Extended Data Fig. 3b). The cell densities of the wild-type (WT) strain and ∆*hag* (flagellum), ∆*eps* or ∆*srf* mutant strains, which are known to have altered swimming, sliding or swarming motility, respectively^16–18^, were unchanged in two differentiated parts inside the seeds (Fig. 2b,c). Overall, these findings reveal that growth-promoting activity might be triggered by bacterial cells that enter and colonize the seed storage tissues, which is a process that does not appear to rely specifically on any one type of bacterial motility.

**Fig. 2:**
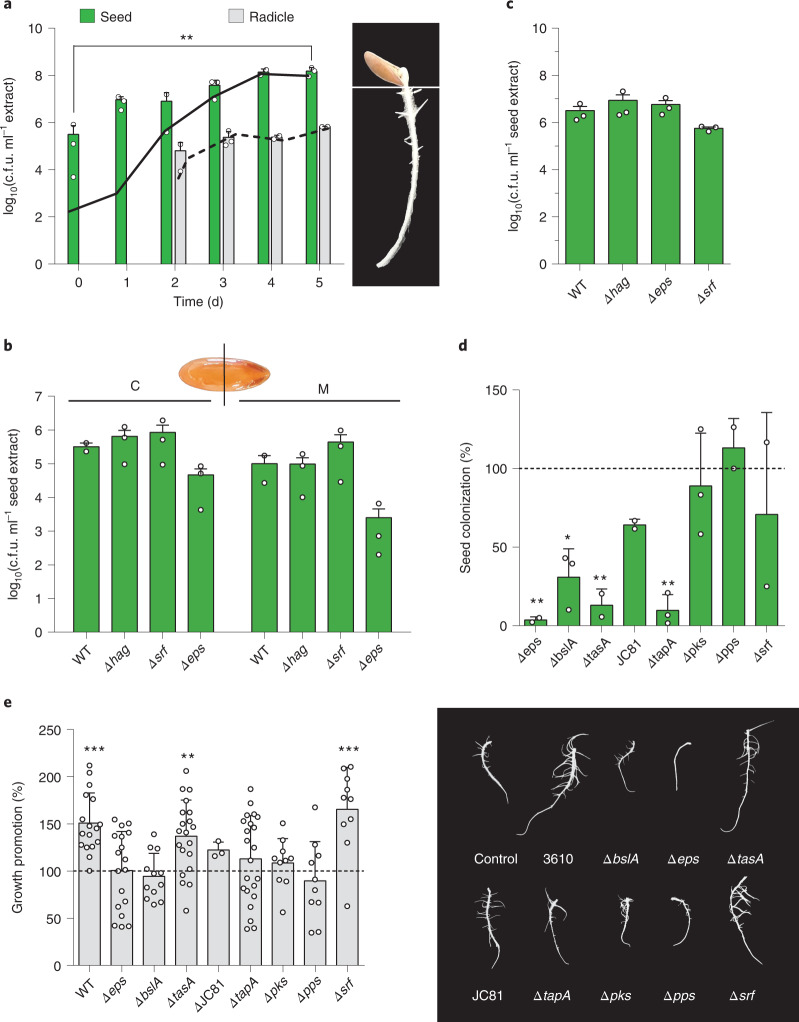
The extracellular matrix of *B. subtili*s is required for efficient seed colonization and radicle growth stimulation. **a**, *B. subtilis* dynamics (c.f.u. counts) in seed and radicle extracts during the first 5 d after seed treatment. Bars represent average values ± s.e.m. of total c.f.u. in seeds and radicles, and solid and dashed lines represent c.f.u. corresponding to the number of spores in seeds and radicles, respectively. Statistical significance was assessed by a one-tailed *t*-test between total c.f.u. at initial and final timepoints (*n* = 3, **P = 0.0062). **b**, C.f.u. counts of extracts from sectioned bacterized seeds separated at the micropylar (M) and chalazal (C) regions 4 h after treatment with the WT and motility-related mutants. Average values ± s.d. are shown (*n* = 3). **c**, C.f.u. counts of total extracts from bacterized seeds 4 h after treatment with the WT and motility-related mutants. Average values ± s.d. are shown (*n* = 3). **d**, Seed colonization of the ECM mutants relative to that of the WT bacteria (assumed to be 100%) measured in seed extracts 5 d after seed treatment. Average values ± s.e.m. are shown. Statistical significance was assessed by one-way ANOVA with Dunnett’s multiple comparisons test (each treatment vs WT treatment) (*n* = 3, **P = 0.0027 in ∆eps, *P = 0.0135 in ∆bslA, **P = 0.0067 in ∆tasA, **P = 0.0013 in ∆tapA). **e**, Left: percentage of radicle growth increase in seeds treated with WT cells or ECM mutant cells (5 d after seed treatment) normalized to the average radicle area of untreated seeds (100%, dashed line). Mean ± s.d. Statistical significance was assessed by one-way ANOVA with post hoc Dunnett’s multiple comparisons test (each treatment vs control treatment) (*n* = 17 in control and 3610, *n* = 18 in ∆eps, *n* = 12 in ∆bslA, *n* = 21 in ∆tasA, *n* = 3 in JC81, *n* = 22 in ∆tapA, *n* = 10 in ∆pks and ∆pps, *n* = 13 in ∆srf; ***P = 0.0002 in WT, **P = 0.0076 in ∆tasA, ***P < 0.0001 in ∆srf). Right: representative radicles from untreated seeds and seeds treated with WT or ECM mutant cells 5 d after treatment. Source data

Several studies have reported multifaceted contributions of bacterial biofilms to interactions with hosts^6,19–21^. The cell densities of single structural mutants ∆tasA, ∆tapA, ∆eps and ∆bslA, which form altered biofilms, were substantially decreased in seed extracts compared with that of the wild-type bacteria (set at 100%) 5 d after seed treatment (Fig. 2d). However, this result was not associated with the attachment of bacterial cells to the seeds a few hours after treatments (Extended Data Fig. 3c).

A similar bacterial population pattern was monitored in the emergent radicles, which, as described above for WT, may reflect dragging along of bacterial cells (Extended Data Fig. 3d). The ∆srf, ∆pks or ∆pps strains, which do not produce the secondary metabolites surfactin, bacillaene or fengycin, respectively (also present in the ECM), had unchanged population dynamics compared with the WT strain (Fig. 2d and Extended Data Fig. 3d). The decrease in the bacterial cell population size found in the structural mutants suggests that mutations led to a significant decrease in radicle growth promotion compared with treatment with the wild-type strain (Fig. 2e). In contrast to a correlation between bacterial cell density and plant growth promotion, the poorly persisting ∆tasA strain retained promoting activity, while the ∆pks and ∆pps strains failed to promote radicle growth despite considerable persistence on the seeds (Fig. 2d,e).

The absence of the amyloid protein TasA has recently been reported to provoke important cellular and physiological changes in *B. subtilis*^6^. To clarify whether the role of TasA in the structure of the ECM is related to TasA-dependent growth-promoting activity, we used *B. subtilis* strain JC81, which expresses a version of TasA that fails to restore biofilm formation but reverts the physiological status of ∆tasA cells to wild-type levels^6^. Treatment of seeds with JC81 failed to promote radicle growth, but the bacteria persisted on the seeds at a level comparable to that of the WT, ∆pks or ∆pps strains (Fig. 2d,e).

These results led us to propose three distinct and complementary contributions of ECM components to the promotion of seed radicle growth: first, EPS, BslA and TapA have a role in the persistence of *B. subtilis* cells in the seeds; second, fengycin (*pps*) and bacillaene (*pks*) have roles in the chemical dialogue of *Bacillus* with seeds; and third amyloid TasA is involved in both of these functions.

Comparison of the metabolic status of radicles 5 d after treatment of seeds with WT or various ECM mutant strains demonstrated a specific metabolic response of plants to chemicals present in the *B. subtilis* ECM (Extended Data Fig. 4a). The changes associated with bacterial treatment of seeds included a decrease in organooxygen compound analogues of sphinganines and an increase in abundance of the prenol lipid and stilbene molecular families (Extended Data Fig. 4b). The presence of a functional ECM in the WT strain triggered the accumulation of fatty acyls belonging to two different clusters, and treatments with ECM mutants produced a clear decrease in organooxygen compounds and accumulation of specific prenol lipids (Extended Data Fig. 4b).

### Lysophospholipids, glutathione and growth promotion

According to our data, TasA and fengycin are highly relevant molecules of the ECM with regards to growth promotion of *B. subtilis* in seeds. TasA, in common with other amyloids, is a polymorphic protein that can adopt a variety of structural conformations that have different biochemistries and functions^6,22,23^. We polymerized purified homogeneous TasA monomers to show that large aggregates stimulate radicle growth (Extended Data Fig. 5a). Moreover, fresh apoplast fluid extracted from melon seeds promoted the polymerization of TasA into aggregates (Extended Data Fig. 5b), indicating that this largely active polymerized form of TasA may predominate inside seeds. Evaluation of stimulatory activity showed that a 3 µM solution of the most active form of TasA or a 10 µM solution of purified fengycin significantly increased the area of the radicles compared with untreated seeds (Fig. 3a). The lack of stimulatory activity of purified BslA or surfactin confirmed our previous findings using *B. subtilis* mutants (Figs. 2e and 3a).

**Fig. 3:**
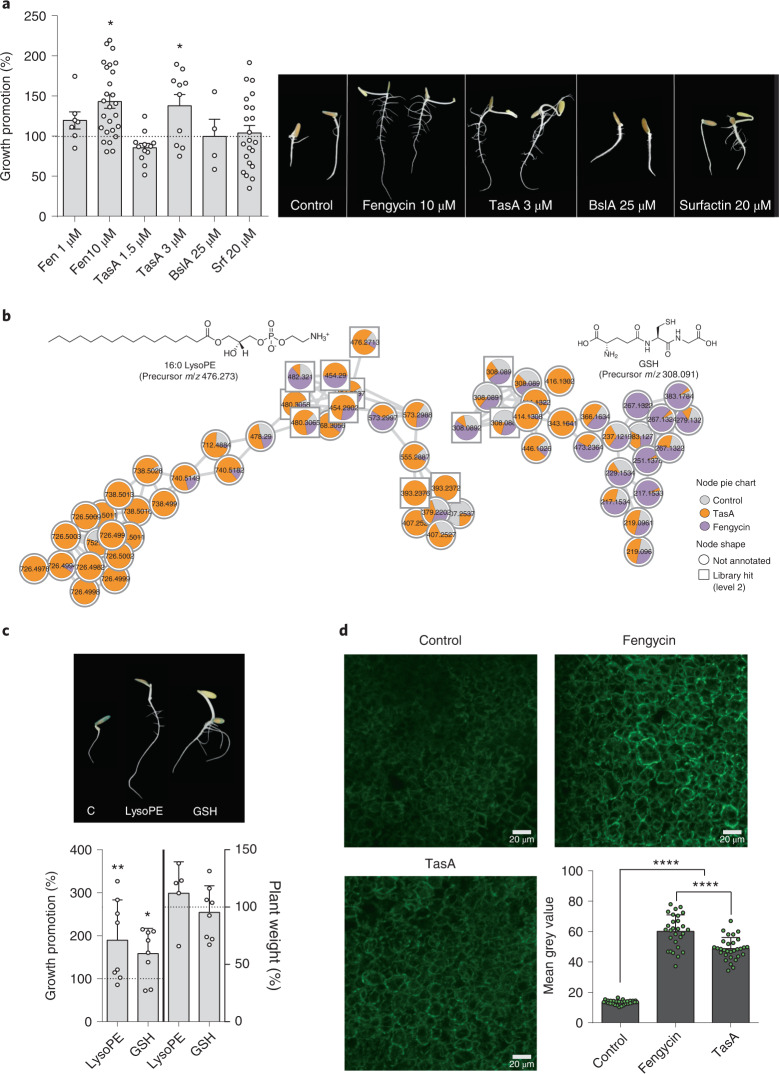
Amyloid TasA and fengycin stimulate radicle development. **a**, Left: percentage of radicle growth promotion of seeds treated with purified ECM components normalized to the average radicle area of untreated seeds (100%, dotted line) 5 d after treatments. Average values ± s.d. are shown. Statistical significance was assessed by one-way ANOVA with post hoc Dunnett’s multiple comparisons test (each treatment vs control) (*n* = 64 in control, *n* = 8 and *n* = 27 in Fengycin 1 µM and 10 µM, respectively, *n* = 12 and *n* = 10 in TasA 1.5 µM and 3 µM, respectively, *n* = 4 in BslA 25 µM and *n* = 22 in surfactin 20 µM; *P = 0.0104 in Fen10 µM, *P = 0.0313 in TasA 3 µM). Right: representative radicles of untreated seeds or seeds treated with purified ECM 5 d after treatments. **b**, Molecular families corresponding to LysoPE and GSH. Pie charts represent the mean peak abundance of metabolites in each condition. Node shape indicates the level of identification according to ref. ^78^. **c**, Top: representative radicles treated with water (C), LysoPE and GSH 5 d after treatment. Bottom: left *Y* axis, percentage of radicle growth promotion of seeds treated with water or purified LysoPE and GSH normalized to the control radicle area (100%, dotted line) 5 d after treatment. Statistical significance was assessed by one-way ANOVA with post hoc Dunnett’s multiple comparisons test (each treatment vs control) (*n* = 24 in control, *n* = 8 in LysoPE and GSH; *P = 0.0451 in GSH, **P = 0.0021 in LysoPE); right *Y* axis, percentage of weight of adult plants grown from seeds treated with LysoPE and GSH, normalized to the weight of control plants (100%, dotted line) (*n* = 12 in control, *n* = 5 in LysoPE and *n* = 8 in GSH). Average values ± s.d. are shown. **d**, Representative CLSM images of the inner tissues of dihydrorhodamine-stained seeds immediately after seed treatments with water (control), fengycin or TasA. Graph represents the intensity of the fluorescence in each condition, measured as the mean grey value from *n* = 30 random sections from 3 different fields. Average values ± s.d. are shown. Statistical significance was assessed by one-way ANOVA with multiple comparisons test (*P* < 0.0001). Source data

The metabolome of individual radicles (*n* = 3) that emerged from seeds treated with fengycin or TasA was analysed to define their contributions to the metabolic signatures associated with the promotion of radicle growth. Results of principal component analysis and heatmap analyses indicated sample clustering in three groups (Extended Data Fig. 6a,b). Statistical analysis by partial least-squares discriminant analysis indicated that glycerophospholipids, fatty acyls, organooxygen compounds or carboxylic acids were discriminating metabolites in the case of TasA or fengycin treatments, and feature-based molecular networking of these features showed integration into molecular families composed of other metabolites that generally followed the same abundance patterns (Extended Data Fig. 6c–e). Further refinement of this analysis identified two molecular families of interest: lysophosphatidylethanolamine (LysoPE), mainly associated with TasA treatment, and an analogue of reduced glutathione (GSH) that accumulated in the radicles grown from seeds treated with fengycin (Fig. 3b). The treatment of seeds with commercially available LysoPE or GSH increased radicle growth as much as treatment with fengycin or TasA, but did not produce the long-term promoting effects observed in plants 1 month after treatment of seeds with B*. subtilis* (Fig. 3c).

GSH is an essential and polyvalent metabolite with special antioxidant functions, which maintains cellular redox homoeostasis and development, growth or response of plants to a variety of stimuli^24^. Further, an increase in the total pool of glutathione usually occurs 3 to 4 d after ROS exposure^24,25^, therefore we hypothesized that one possible outcome of fengycin treatment might be ROS production. The level of ROS in seeds after treatment with fengycin was statistically higher than that in untreated seeds. An intermediate increase in ROS, which was statistically less than that elicited by fengycin, was also observed in seeds treated with TasA (Fig. 3d).

### TasA and fengycin differentially target seed oil bodies

Accumulation of bacterial cells in the micropylar endosperm (Extended Data Fig. 3b), accumulation of TAGs (Fig. 1c) and changes in the lipid composition of the radicles and adult plants after treatment of seeds with bacteria or ECM components (Extended Data Figs. 2b and 6d,e) led us to hypothesize that seed oil bodies (OBs), which are nutrient reservoir organelles mainly composed of TAGs and other neutral lipids, are the target of fengycin and TasA. During germination, OBs are degraded by interaction with glyoxysomes that feed the plant embryo^26,27^. We applied CLSM to thin sections of seeds treated with a suspension of *B*. subtilis or untreated seeds using a neutral lipid stain 16 h after seed treatment and found an abundance of OBs in the endosperm of untreated seeds. In agreement with our hypothesis, certain regions of the endosperm accumulated high levels of disaggregated oil bodies that were surrounded by bacterial aggregates (Extended Data Fig. 7a).

Treatment with purified TasA or fengycin promoted in vivo disaggregation of OBs, similar to the effect observed after treatment with *Bacillus* cells (Extended Data Fig. 8a). Transmission electron microscopy (TEM) analysis of thin sections of negatively stained seeds showed OB disaggregation and localization of OB-surrounding glyoxysomes in samples treated with TasA (Extended Data Fig. 7b,c). In fengycin-treated seeds, the most predominant changes were disaggregation of OBs and the presence of empty areas between the cell wall and the cytoplasm, suggestive of plasmolysis, a cellular response previously observed in the interaction of fengycin with membranes of fungal cells^28^ (Extended Data Fig. 7c). The CLSM analysis of OBs purified from melon seeds treated with TasA or fengycin and double-stained with Fast Green FCF and Nile red indicated differences in the size and pattern of aggregation of OBs: fengycin induced disaggregation of OBs as observed in vivo, while TasA preferentially induced a higher level of aggregation of individual OBs than that observed in vivo (Fig. 4a). Higher intensity of the green fluorescence signal near OB aggregates in the samples treated with TasA suggested non-specific staining of the amyloid protein and its localization around the vesicles. TEM analysis of purified OBs and immunogold labelling with anti-TasA antibodies indicated the presence of gold particles decorating the perimeter of the OBs and interconnecting TasA fibres (Extended Data Fig. 7d). The results of pulldown assays of whole protein extracts of the seeds indicated co-elution of purified TasA with oleosins, which are structural proteins that modulate the stability and size of OBs, regulate lipid metabolism and have an important role in OB degradation^29,30^ (Fig. 4b and Supplementary Table 5). Interaction of the two proteins was confirmed by far-western blot analysis of purified TasA and purified oleosin 1 from *Arabidopsis thaliana* (Fig. 4c).

**Fig. 4:**
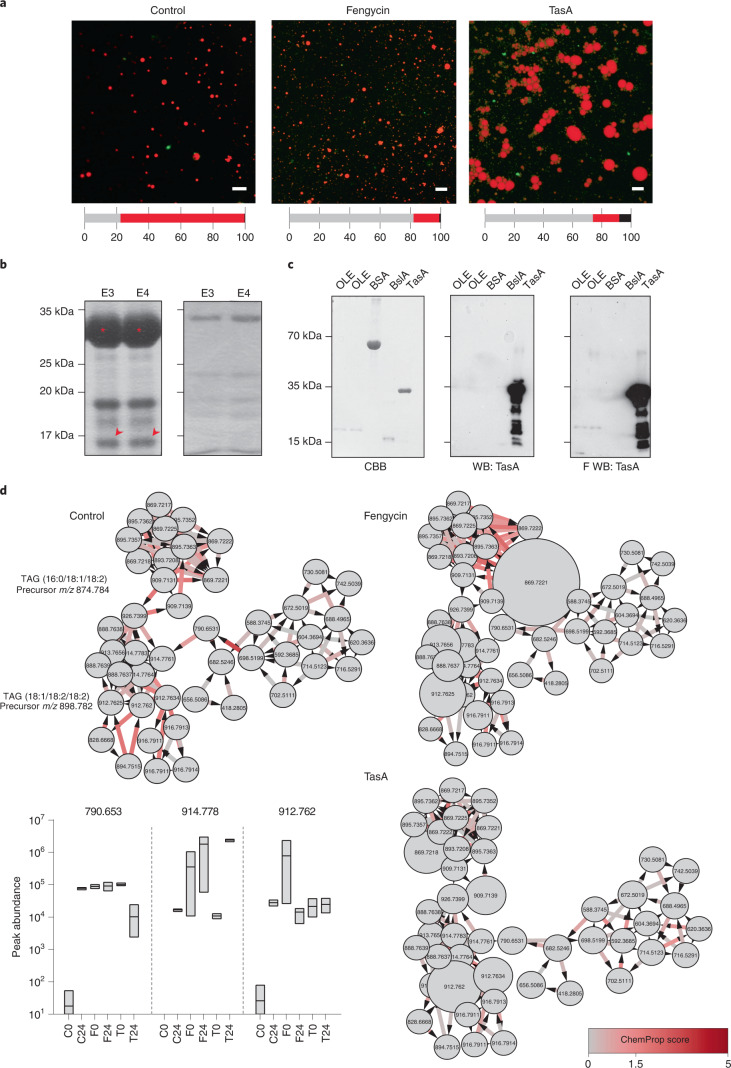
Differential interactions of amyloid TasA and fengycin with OBs are related to their specific stimulatory activity on plant growth. **a**, CLSM images of purified OB suspension 16 h after the addition of 10 µM fengycin or 3 µM TasA. Scale bars, 5 µm. OBs were stained with Nile red and membrane proteins were stained with Fast Green FCF. Colour bars below each image indicate the percentage of various statuses of OBs calculated by measuring each particle area (black, aggregation (area > 5 µm^2^); red, individual OBs (0.5 µm^2^ < area < 5 µm^2^); grey, disaggregated OBs (area < 0.5 µm^2^)) in representative CLSM fields of view. **b**, Coomassie brilliant blue (CBB)-stained SDS–PAGE gel of elution fractions (E3 and E4) of pulldown assay of TasA with proteins in the extracts from melon seeds (left) and in absence of TasA as bait protein (right). The co-eluting band is marked with red arrows and identified as an oleosin by HPLC-ESI-MS/MS analysis. TasA bands are marked with red asterisks. **c**, Far-western blotting (F WB). Left: a CBB-stained SDS–PAGE gel of fractions of oleosin obtained during purification; BSA as a control, and fractions of BslA and TasA that were obtained during purification. Middle: immunoblot of purified proteins using an anti-TasA antibody (1:20,000). Right: far-western blot using an anti-TasA antibody (1:20,000) after renaturing of the proteins and incubation with TasA protein as a bait. **d**, Chemical proportionality analysis of the TAGs analogues molecular family in non-treated seeds (control) and seeds treated with fengycin or TasA from 0 h to 24 h after treatment. The size of the nodes is directly related to the abundance of the features at time 0 h. Arrows indicate chemical directionality of the modifications found and the colour scale of the arrow represents the ChemProp score. Floating bar plots represent the peak abundances of three selected TAGs analogues in non-treated (C) and treated seeds with fengycin (F) or TasA (T) at 0 h and 24 h after treatment. Average values are shown, with the upper and lower borders of each bar representing maximum and minimum values, respectively (*n* = 3). Source data

We propose that TasA–oleosin interaction is responsible for the aggregation of OBs, favouring the accumulation of lysophospholipids after the optimization of lipid catabolism in glyoxysomes. Fengycin has been described to efficiently interact with and disrupt artificial lipid monolayers or bilayer membranes in a concentration-dependent manner^31^. In addition to micellar concentrations of fengycin, specific disruption of the membranes relies on the lipid composition of the target^32^. Exact chemical composition of phospholipids of the membranes of OBs in the seeds is not known and varies between species^33^; however, we propose that high affinity of fengycin for lipid membranes explains disaggregation and a reduction in the size of OBs.

Non-targeted metabolomic analyses provided additional information about the change in relative abundance of metabolites and potential (bio)chemical modifications of seed metabolites from 0 to 24 h after treatment with TasA or fengycin. The use of the chemical proportionality tool (ChemProp^34^) showed putative changes in the dynamics of TAGs analogues after seed treatments (Fig. 4d). In control seeds, many modifications in this molecular family denoted an important catalytic activity occurring over key storage metabolites in this time period. Treatments with TasA and, more notably, with fengycin led to an increase in the initial abundance of many metabolites (Fig. 4d, floating bar plots) that would reflect the faster metabolic activity of these seeds. A decrease in the Chemprop score indicated that the significance of the changes between 0 h and 24 h would be directly related with the earlier initiation of the catalytic activity over these molecules. Similar changes to TAGs were also remarkable in the dynamics of glycerophospholipids (Extended Data Fig. 8b).

### Fengycin promotes plant growth and resistance to *Botrytis cinerea*

Plants that emerged from seeds treated with fengycin were larger than plants grown from untreated or TasA-treated seeds (Fig. 5a). Adult plants grown from seeds treated with LysoPE or GSH, however, did not show a significant increase in growth over time compared with plants from untreated seeds (Fig. 3c). These findings indicate that the presence of different signalling events underpin short-term radicle growth mediated by TasA, fengycin or associated LysoPE and GSH molecules, as well as long-term growth of adult plants specifically associated with fengycin. GSH associated with treatments of the seed with fengycin did not produce a sustained long-term growth-promoting effect, suggesting that a constant endogenous trigger is required that can only be achieved by fengycin treatment. Both TasA and fengycin increased the level of ROS inside seeds, but the highest response was elicited by fengycin (Fig. 3d). ROS production is a normal response after the first water uptake during seed imbibition and, in a certain range of concentrations, ROS has a well-recognized role in endosperm weakening, protection against pathogens, mobilization of seed reserves and interaction with plant hormones during the process of seed germination^35–37^. These results suggest that the increase in ROS levels after seed treatment with fengycin, but not TasA, may act as a beneficial stimulus for further plant development mediated by GSH accumulation.

**Fig. 5:**
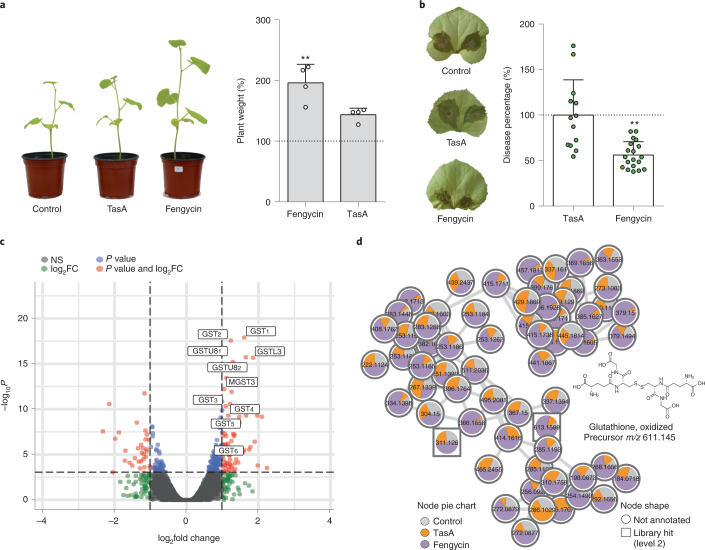
Seed treatment with fengycin stimulates the growth and immunization of adult plants. **a**, Left: representative adult plants grown from seeds treated with water (control), fengycin or TasA. Right: percentage of the weight of plants grown from seeds treated with water (control), 10 µM fengycin or 3 µM TasA normalized to the average weight of plants grown from control seeds (100%, dotted line). Average values ± s.d. are shown. Statistical significance was assessed by one-way ANOVA with post hoc Dunnett’s multiple comparisons test (each treatment vs control treatment, *n* = 4, **P = 0.0021). **b**, Left: necrotic symptoms in leaves of adult plants grown from seeds treated with water (control), fengycin or TasA 72 h after treatment with *B. cinerea* spores. Right: percentage of disease calculated by measuring the lesion areas and normalizing to the average lesion area of the control leaves (100%, dotted line). Average values ± s.d. are shown. Statistical significance was assessed by one-way ANOVA with post hoc Dunnett’s multiple comparisons test (each treatment vs control treatment) (*n* = 28 in control, *n* = 13 in TasA and *n* = 19 in Fengycin; **P < 0.0043). **c**, Volcano plot representation of DEGs identified by total transcriptome analysis in leaves of plants grown from control seeds or seeds treated with fengycin 48 h after treatment with *B. cinerea* spores. *P* values were calculated on the basis of the Fisher method using nominal *P* values provided by edgeR and DEseq2. Tags label the genes related to glutathione metabolism: GST_1,2,3,4,5,6_ (glutathione S-transferases 1 to 6), GSTL3 (glutathione S-transferase L3-like), GSTU8_1,2_ (glutathione S-transferases U8-like 1 and 2) and MGST3 (microsomal glutathione S-transferase 3). Dashed lines represent the threshold defined for *P* (horizontal) and fold change (vertical) for a gene to be considered as DEG. **d**, Molecular family of oxidized glutathione and related metabolites differentially abundant in aerial regions of seedlings 120 h after seed treatment with fengycin. Pie charts indicate the mean peak abundance of metabolites in each condition. Node shape indicates the level of identification according to ref. ^78^. Source data

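Beside the glutathione S-transferases, the authors' table of DEGs at 48 h holds described genes of other lists, and edgeR called none of them here. All 5 described heat shock proteins were higher by fitted values, a direction set by the choice of that table, among them a class I small heat shock protein (MELO3C027124), at 10.9 ± 1.32 CPM in control plants and 34.8 ± 8.02 CPM in fengycin plants (SD, n = 2 each). An Hsp70 (MELO3C003917) had a log2 fold change of 1.16. It is also the 1 member of the keyword list of endoplasmic reticulum processing, although its description gives no location in the cell. An expansin (MELO3C023866), which loosens the cell wall, had a log2 fold change of 1.98 (standard error 0.53, and 2.73 without leaf control 48 h replicate 1). An exopolygalacturonase-like gene (MELO3C031616) had 1.41 and gibberellin 3-beta-dioxygenase 1-like (MELO3C023378) had 1.62 (0.98 without leaf fengycin 48 h replicate 1). Of 4 enzymes of reactive oxygen species, a respiratory burst oxidase-like gene (MELO3C029753) had 41.0 ± 6.85 CPM and 84.3 ± 28.6 CPM (SD, n = 2 each). The peroxidases MELO3C014653 and MELO3C014658 had log2 fold changes of 1.91 (1.21 without leaf fengycin 48 h replicate 2) and 1.13, and the peroxidase MELO3C002457 of -1.17. Of 2 genes of phenylpropanoid and flavonoid biosynthesis, phenylalanine ammonia-lyase-like MELO3C014222 was at 1.23 on the log2 scale. The other, flavonoid 3' hydroxylase MELO3C017219, was at -1.86 (-2.79 without leaf fengycin 48 h replicate 2). The linoleate 13S-lipoxygenase MELO3C014634 had a log2 fold change of 1.26 and the LEA-14 gene MELO3C003594 of 1.48. A tRNA synthetase beta subunit family gene (MELO3C000039) had 10.7 ± 1.06 CPM and 25.9 ± 1.18 CPM (SD, n = 2 each). On the lower side stood an unknown protein (MELO3C010872, -1.36), molybdate transporter 1 (MELO3C011210, -1.12) and the auxin-responsive SAUR24-like gene (MELO3C020765, -2.13). Both chlorophyll a-b binding proteins of the light-harvesting antenna were higher, at log2 fold changes of 1.13 (MELO3C032881) and 1.21 (MELO3C012912, 0.58 without leaf fengycin 48 h replicate 1) with standard errors of 1.03 and 1.40. In leaf control 0 h replicate 2, which enters the shared estimate of the spread, they stood at 2428 and 1492 CPM against 134 and 24.9 CPM in its pair. The other 14 fixed lists had no member in the leaf table: carbon metabolism, the glyoxylate cycle, heat shock factors, oil body proteins, abscisic acid, other glutathione metabolism, pathogenesis-related proteins, WRKY factors, ethylene, histones and cell cycle, cytosolic ribosomal proteins, root and vascular markers, leaf senescence and organelle-encoded genes.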

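Over 18966 leaf genes at 48 h, edgeR's quasi-likelihood test called 0 genes between fengycin and control plants, with a smallest adjusted p of 0.683. At an unadjusted p under 0.05, 850 genes were higher and 528 lower, and no gene was called when any of the 4 libraries at 48 h was left out. DESeq2 called 48 genes higher and 15 lower, edgeR's likelihood ratio test 36 and 16, and the combination by Fisher's method 323 and 168. In simulated counts with 200 changed genes, DESeq2 called 55.5 (38 to 83 over 10 draws) unchanged genes in this comparison and Fisher's combination 305 (258 to 373). These calls came beside those of the changed genes and grow with them, so they cannot be set directly against the calls here. Without single libraries, DESeq2 called between 2 and 150 genes higher and between 0 and 93 lower. Past a log2 fold change of 1 or -1, these numbers were 28 and 9, 28 and 12, and 120 and 72. DESeq2 called the class I heat shock gene MELO3C027124 (adjusted p = 9.02e-05), the tRNA synthetase gene MELO3C000039 (adjusted p = 9.02e-05), the expansin MELO3C023866 (adjusted p = 0.0311), gibberellin 3-beta-dioxygenase MELO3C023378 (adjusted p = 0.0315) and the peroxidase MELO3C014653 (adjusted p = 0.0457) higher. It called the unknown protein MELO3C010872, molybdate transporter 1 and SAUR24-like lower (adjusted p from 0.00476 to 0.0119 from DESeq2), and none of the other genes named in the passage before. Of the 97 genes in the authors' deposited leaf table, 83 had an unadjusted p under 0.05 here and DESeq2 called 29 in the same direction. From 0 h to 48 h after inoculation, 50 of the 67 genes that are higher in the authors' deposited table rose in control plants as well. Of the 30 lower ones, 11 fell, by edgeR's quasi-likelihood test in both cases. Over all 18966 genes, 4019 rose and 3422 fell there, and both comparisons share the libraries of control plants at 48 h.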

Previous studies revealed that application of fengycin elicits plant defence responses in adult plants^7,38^. Therefore, we investigated whether treatment of seeds with fengycin immunized adult plants against aboveground pathogens by inoculating the third leaf of adult plants with a spore suspension of *Botrytis cinerea*. The size of necrotic lesions induced by the fungus in plants grown from fengycin-treated seeds was significantly smaller than that of control plants or plants grown from TasA-treated seeds (Fig. 5b). 

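The leaf transcriptomes were analysed here from the authors' deposited counts per gene of 8 libraries, 2 from each of 4 groups. The plants were grown from untreated seeds or from seeds treated with fengycin, a lipopeptide of *B. subtilis*, and sampled at 0 h and at 48 h after inoculation with *Botrytis cinerea*. At 0 h, the total was 56495694 and 70423722 counts in leaves of control plants and 59234188 and 59195600 counts in leaves of fengycin plants. At 48 h, it was 61750046 and 62447650 counts in control plants and 66212238 and 65358356 counts in fengycin plants. These counts are also all even, and they were trimmed, aligned, counted, filtered and tested as the seed counts were. The 4 leaf groups were fitted together, so that they share an estimate of the spread with 4 residual degrees of freedom, and 18966 genes were tested. Leaf control 0 h replicate 2 stood apart from the other libraries. Its 10 most abundant genes took 17.0% of its counts against 9.88% in its pair. The small chain of ribulose bisphosphate carboxylase (MELO3C012252) reached 64002.5 CPM against 12555.6 CPM. Scaled by library totals only, without TMM, 1904 genes differed more than 2-fold within the pair. In the other leaf pairs, 585 genes (fengycin, 0 h), 385 genes (control, 48 h) and 397 genes (fengycin, 48 h) differed that much. The sources used here do not say whether the 2 libraries of a group came from separate plants.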

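Before the fungal challenge, 1 gene was called between the leaves of fengycin plants and those of control plants. MELO3C014485, which has no description in the tables used here and is named after its values were seen, had 1.65 and 1.39 CPM in control plants and 18.0 and 15.9 CPM in fengycin plants, a log2 fold change of 3.48 (standard error 0.17, adjusted p = 0.00132 from edgeR's quasi-likelihood test). It was called without each of the 4 libraries at 0 h in turn, but not in a fit of these 4 libraries alone (adjusted p = 0.418 from edgeR). Described genes with a mean log2 CPM of at least 1 and no overlap between groups were ranked by p-value. The smallest on the higher side belonged to a blue copper protein-like gene (MELO3C004455). It had 0.104 ± 0.0954 CPM in control plants and 3.46 ± 1.19 CPM in fengycin plants (SD, n = 2 each). Next were the ethylene-responsive transcription factor ERF110 (MELO3C024989), with a log2 fold change of 4.98 (standard error 0.79), and a glutathione S-transferase (MELO3C001978), with 1.73 (standard error 0.29). Without leaf control 0 h replicate 1, MELO3C004455 had 6.49 and ERF110 6.20. Without leaf control 0 h replicate 2, they had 4.34 and 4.36, and ERF110 had 4.17 without leaf fengycin 0 h replicate 2. These 3 genes were not called by edgeR's quasi-likelihood test, with adjusted p from 0.322 to 0.406, but were called by DESeq2, with adjusted p from 1.33e-12 to 0.000645. On the lower side of this ranking stood a zyxin-like gene (MELO3C005995, -0.69) and the aspartic proteinase nepenthesin-1 (MELO3C008224, -0.92), with log2 fold changes in brackets. With them stood a Myb family transcription factor (MELO3C030739, -1.10, and -0.22 without leaf control 0 h replicate 2). Neither tool called any of them. Outside this ranking, 1 of 2 described chlorophyll a-b binding proteins, both fitted lower, had an unadjusted p of 0.0273 from edgeR's quasi-likelihood test. For jasmonic acid, a linoleate 13S-lipoxygenase (MELO3C014634), of the family that makes its precursor, had 0.209 ± 0.141 CPM in control plants and 0.568 ± 0.424 CPM in fengycin plants (SD, n = 2 each), and neither edgeR (adjusted p = 0.915) nor DESeq2 (adjusted p = 0.477) called it. Allene oxide cyclase and synthase genes were not analysed by name here. DESeq2 called 105 genes higher and 21 lower, and at an unadjusted p under 0.05 edgeR's quasi-likelihood test had 522 higher and 468 lower. In simulated counts with 200 changed genes, DESeq2 called 64.5 (55 to 78 over 10 draws) unchanged genes in this comparison, and without single libraries its calls here moved to between 64 and 598 higher and between 12 and 861 lower. The calls of edgeR's test depended on the control libraries, with 90 genes higher and 162 lower without leaf control 0 h replicate 1, and 6 higher and 6 lower without leaf control 0 h replicate 2.

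**Figure D2:**
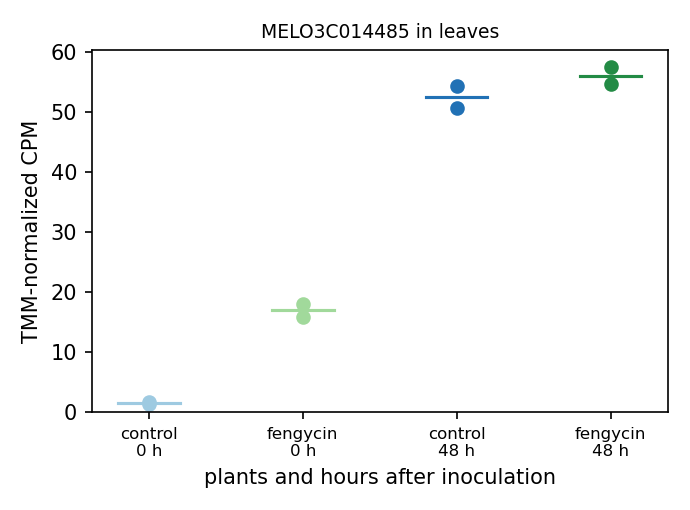
TMM-normalized CPM of MELO3C014485 in leaves of control and fengycin plants at 0 h and 48 h after inoculation with *B. cinerea*. Each point is 1 library and each bar the mean of 2; at 0 h the control plants have 1.65 and 1.39 CPM and the fengycin plants 18.0 and 15.9 CPM.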

Transcriptomic analyses of infected leaves revealed a high basal level of transcripts, some of them related to plant defence mechanisms such as Allene oxide cyclase/synthase, directly implied in the biosynthesis of jasmonic acid^39^ (Supplementary Table 5) in leaves of plants emerged from seeds treated with fengycin. 

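A large part of the leaf transcriptome changed from 0 h to 48 h after inoculation in both kinds of plants. This change is called infection here. It cannot be told apart from time or the inoculation procedure, since no leaves without the fungus were sampled at 48 h. In control plants, 4019 genes rose and 3422 fell between 0 h and 48 h, and in fengycin plants 4556 rose and 3704 fell, by edgeR's quasi-likelihood test at an adjusted p under 0.05. With library totals only, 4602 genes were higher and 1927 lower after infection in control plants. MELO3C014485 rose in control plants to 54.4 and 50.8 CPM, a log2 fold change of 5.11 (adjusted p = 3.21e-05 from edgeR), and in fengycin plants to 54.7 and 57.6 CPM, a log2 fold change of 1.73 (adjusted p = 0.000255 from edgeR). The linoleate 13S-lipoxygenase MELO3C014634 rose by 6.19 on the log2 scale in control plants and by 6.04 in fengycin plants. The peroxidase MELO3C014658 rose from 6.33 ± 6.42 CPM to 2722 ± 1109 CPM (SD, n = 2 each) in control plants and from 4.95 ± 3.12 CPM to 5974 ± 1489 CPM in fengycin plants, while the peroxidase MELO3C002457 fell by 1.88 and by 2.54 on the log2 scale. All 5 described heat shock proteins rose in both kinds of plants, with median log2 fold changes of 3.18 and 5.16, the Hsp70 gene MELO3C003917 by 3.71 and 5.16. Gibberellin 3-beta-dioxygenase (MELO3C023378), which makes active gibberellins, fell by 3.21 in control plants and by 1.88 in fengycin plants. These described genes come from the authors' table of DEGs at 48 h, drawn from libraries that enter these comparisons. Without leaf control 48 h replicate 1, 2267 genes rose and 1351 fell in control plants, and 1724 fell without leaf control 48 h replicate 2. In fengycin plants, 2989 rose and 1777 fell without leaf fengycin 48 h replicate 1, and 2446 fell without leaf fengycin 0 h replicate 1.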

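The 105 genes that DESeq2 called higher at 0 h in fengycin plants were followed through the infection with edgeR's quasi-likelihood test, although a part of them may be unchanged genes, as in the simulated counts. In control plants, 68 of them rose, 9 fell and 28 were not called, with a median log2 fold change of 3.72. In fengycin plants, 55 rose, 29 fell and 21 were not called, with a median of 1.60. The choice of these genes builds in part of this difference, because the libraries at 0 h that chose them are also the baselines of both infection comparisons. The 21 genes that DESeq2 called lower at 0 h showed the mirror image, with 3 rising and 7 falling in control plants (median -0.88) and 9 rising and 1 falling in fengycin plants (median 1.01). Over all 18966 genes, 4019 rose in control plants. Only 11 of the 105 have a description, and those named here were chosen after their values were seen. The trihelix transcription factor GT-3b (MELO3C009160) had 0.480 and 0.146 CPM in control plants and 2.28 and 6.22 CPM in fengycin plants at 0 h, and 14.9 and 11.0 CPM against 40.2 and 29.2 CPM at 48 h. The NRT1/PTR family transporter MELO3C017151 had 9.84 and 13.0 CPM against 22.5 and 71.4 CPM at 0 h, and 208 and 234 CPM against 440 and 276 CPM at 48 h. The ethylene-responsive transcription factor MELO3C017940 had 2.74 and 2.45 CPM against 4.90 and 10.3 CPM at 0 h, and 10.7 and 7.00 CPM against 7.21 and 9.37 CPM at 48 h. With DESeq2 calls on both sides, 71 genes were higher both in fengycin plants at 0 h and after infection in control plants. Independent lists of these sizes would share 23.1 genes. In simulations with all groups drawn from the control 0 h means, 2.7 genes were shared on average over 10 simulations. These simulations hold no change with infection, so their values do not measure what shared controls add in the real data. The 2 control libraries were not split, since this leaves 1 on each side, and part of the excess may come from the shared controls. The covariance of the log2 fold changes of both comparisons over 18966 genes was 0.403, against 0.198 in the simulations, while their correlation was lower than simulated, at 0.342 against 0.519. edgeR's quasi-likelihood calls shared 1 gene, MELO3C014485, against 0.212 for independent lists and 0.1 in the simulations. They shared 6 genes without leaf control 0 h replicate 2 and 59 genes without leaf control 0 h replicate 1.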

Their expression was maintained or increased 48 h after inoculation with *B. cinerea*, while an increase was found in adult plants from non-treated seeds as a result of the response to the infection. Second, upregulation of the genes related to glutathione metabolism, specifically including glutathione S-transferases (GSTs), occurred 48 h after the challenge with *B. cinerea* (Fig. 5c and Extended Data Fig. 9a). 

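All 10 described glutathione S-transferases, which attach glutathione to reactive or toxic compounds, were higher in fengycin plants 48 h after inoculation. Their median log2 fold change against control plants was 1.19. In each, both libraries of fengycin plants lay above both libraries of control plants. These genes come from the authors' table of DEGs, drawn from these libraries, which favours such separation. The lambda-class gene GSTL3 (MELO3C009299) had 8.94 ± 0.412 CPM (SD, n = 2) in control plants and 32.6 ± 11.1 CPM (SD, n = 2) in fengycin plants, a log2 fold change of 1.87 (standard error 0.30). The tau-class genes GSTU8 had log2 fold changes of 1.30 (MELO3C003188, standard error 0.21) and 1.17 (MELO3C033195, standard error 0.16), the microsomal MGST3 (MELO3C022821) of 1.06 (standard error 0.18). The most abundant member, MELO3C031601, was at 340 ± 2.97 CPM in control plants and 732 ± 107 CPM in fengycin plants (SD, n = 2 each). From 0 h to 48 h, 9 of the 10 rose, with list medians of 4.55 in control plants and 4.99 in fengycin plants on the log2 scale. In control plants, the GSTU8 gene MELO3C003188 rose from 1.21 ± 0.354 CPM to 45.9 ± 3.44 CPM (SD, n = 2 each), and in fengycin plants from 1.06 ± 0.170 CPM to 113 ± 13.8 CPM (SD, n = 2 each). MELO3C032563 did not pass the test of infection, with log2 fold changes of -0.17 in control plants and 0.35 in fengycin plants. Its sign turned to 0.10 in control plants with library totals only and to -0.04 in fengycin plants without leaf fengycin 0 h replicate 1, and it was called at 0.90 there without leaf fengycin 0 h replicate 2. Calls of 2 members in control plants ended in other fits, in part with an unchanged fold. MELO3C031601 (log2 fold change 2.05, adjusted p = 0.0164 from edgeR) kept its fold but lost its call without leaf control 48 h replicate 1 (2.05, adjusted p = 0.0666), without leaf control 48 h replicate 2 (2.06, 0.0578) and in the compared groups alone (2.05, 0.0612). Its fold was 1.39 without leaf control 0 h replicate 1 and 3.24 without leaf control 0 h replicate 2, called in both. MELO3C006354 (0.93, adjusted p = 0.0337 from edgeR) lost its call without leaf control 0 h replicate 1 (0.67, 0.129), leaf control 48 h replicate 1 (0.74, 0.180) or leaf control 48 h replicate 2 (1.11, 0.0592), and in the compared groups alone (0.93, 0.0917).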

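For fengycin against control plants at 48 h, none of the 10 glutathione S-transferases passed edgeR's quasi-likelihood test (adjusted p from 0.683 to 0.689). Of them, 8 had an unadjusted p under 0.05, 8 passed when adjusted over the list alone, DESeq2 called 7 higher and the combination by Fisher's method 8. The members come from the authors' table of DEGs, drawn from these libraries, so the adjustment over the list alone is not independent evidence. At 0 h, 6 of the 10 were higher and 4 lower in fengycin plants by fitted values, and edgeR called none, with 2 at an unadjusted p under 0.05 and 1 called by DESeq2. The change of the fengycin difference between 0 h and 48 h, tested as an interaction, was called for none of the 10 by edgeR, with 5 at an unadjusted p under 0.05 and 1 called by DESeq2. Copies of this family can share reads, so single counts are uncertain. The paper cites earlier work on these enzymes in antioxidant reactions against *B. cinerea*, and with their higher expression in leaves and metabolite data it proposes an enhanced antioxidant capacity of the adult plants.

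**Figure D3:**
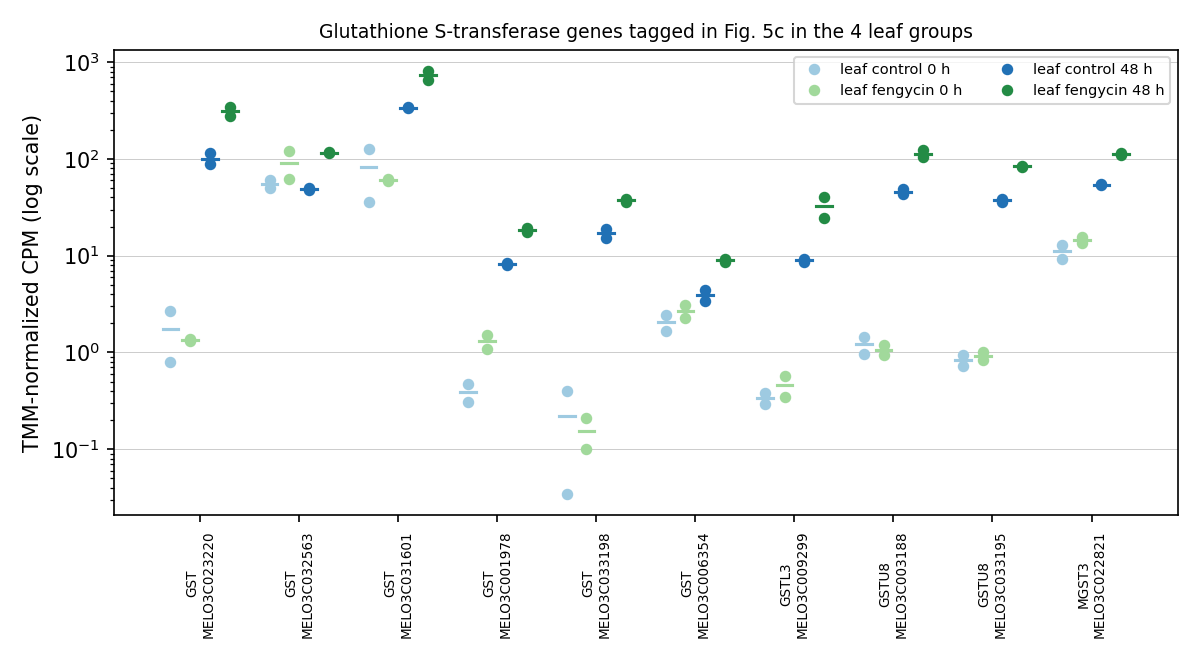
TMM-normalized CPM, on a log scale, of the glutathione S-transferase genes tagged in Fig. 5c in leaves of control and fengycin plants at 0 h and 48 h after inoculation with *B. cinerea*. Each point is 1 library and each bar the mean of 2. At 48 h, both libraries of fengycin plants lie above both libraries of control plants for all 10 genes. The genes come from the authors' table of DEGs, drawn from these libraries, which favours such separation.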

Participation of GSTs in antioxidant reactions, together with the important cellular antioxidant GSH, has been proven to mitigate oxidative stress caused by necrotrophic fungus *B. cinerea* in infected tissues^40^. Metabolomic data from the radicles of fengycin-treated seeds demonstrated an increase in the levels of certain molecules of the same cluster that included GSH (Fig. 3b), and adult plants grown from bacterized seeds accumulated certain molecules belonging to the GSH cluster, especially in the aerial region (Extended Data Fig. 9b). In addition, metabolomes of aerial parts of seedlings 5 d after treatment with fengycin also showed an increase in oxidized glutathione and glutathione-related metabolites in addition to defence-related compounds such as flavonoids (that is, mangiferin and 2-O-rhamnosilvitexin) (Fig. 5d and Extended Data Fig. 9c).

## Discussion

In this study, we demonstrated that in addition to a structural role of bacterial ECM in biofilm formation, it is also essential for *Bacillus* colonization of melon seeds and growth promotion, including induction of anti-fungal resistance in the adult plant. Our findings indicate that the beneficial effects of *B. subtilis* treatment on melon seeds are associated with changes in the initial ROS increase during seed imbibition, and the contents and specific pools of metabolites released from storage tissues, which were mediated by at least two ECM components, fengycin and TasA.

We propose that specific interactions of TasA or fengycin with OBs defines two different physiological responses. First, a short-term effect on radicle growth, mediated by both components and related to changes in the dynamics of TAGs after differential targeting of oil bodies and lipid catabolism optimization. On one hand, the oleosin–TasA interaction determines the OB aggrupations around glyoxysomes and the subsequent accumulation of lysophospholipids acting as signal molecules for growth. On the other hand, the OB disaggregations caused by the action of fengycin over membranes determine a faster mobilization of their contents. Second, a long-term effect of growth promotion that persists in adult plants and is mediated by fengycin, through an initial increase in ROS that causes accumulation of GSH that is maintained over time and makes the plant more tolerant to biotic stresses (Fig. 6).

**Fig. 6:**
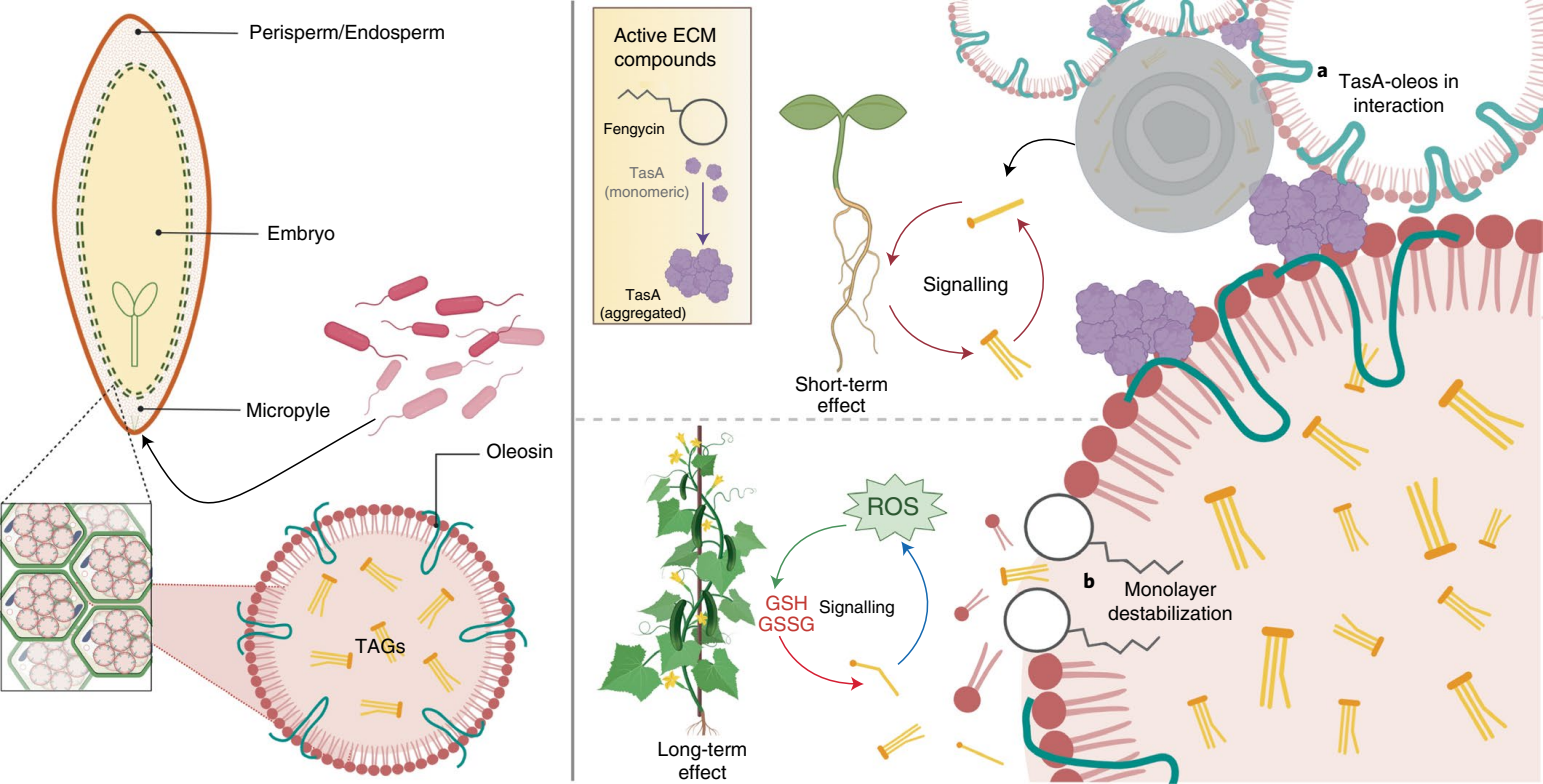
Overall scheme of the proposed mechanism of growth-promoting activities of TasA and fengycin over seeds. Left: structure of melon seeds and OBs. The perisperm/endosperm of the seeds is enriched in storage cells containing abundant OBs, which are composed of a monolayer of phospholipids and structural proteins, mainly oleosins, and contain mostly triacylglycerides. After the treatment, *B. subtilis* cells passively enter the inner tissues of the seeds through the micropyle. Right: **a**, Inside the seeds, aggregates of TasA interact with oleosins of OBs, favouring the aggregation of these vesicles around glyoxysomes, interacting with organelles where their content is degraded to release stored energy. This process would lead to the accumulation of lysophospholipids involved in signalling related to a short-term effect (radicle growth). **b**, Fengycin induces the accumulation of stimulating levels of ROS and destabilizes the OB membrane, triggering the accumulation of specific lipid molecules and GSH, an antioxidant molecule implicated in long-term stimulation of adult plant growth and immunization. GSSG, oxidized glutathione. Created with BioRender.com.

Glycerophospholipids have both structural and signalling roles in plants, and this bifunctionality is in part due to continuous synthesis and turnover of endogenous pools^41^. Accumulating evidence suggests a role for lysophospholipid derivatives in signalling processes in plant cells. LysoPE treatment has been reported to delay fruit softening when used postharvest, mitigate defoliation effects of ethephon, and delay leaf and fruit senescence in tomato and potato^42,43^ and is used commercially as a plant bioregulator to improve plant product quality^41,44^. On the other hand, glutathione is an essential metabolite with antioxidant properties, and is involved in cellular redox homoeostasis and many other physiological processes such as the development, growth and environmental response of plants^24^. The accumulation of glutathione-related metabolites in radicles and aerial parts of seedlings, and the higher expression of GSTs in leaves after seed treatment with fengycin, suggest that initial treatment causing an increase in ROS might act as a beneficial stimulus for plant development, and confer enhanced antioxidant capacity to mitigate an imbalance in the redox status in adult plants imposed by infection with *B. cinerea*.

We propose that only those seeds containing abundant OBs, and characterized by specific morphology in their primordial tissues, respond to the beneficial interaction with *B. subtilis*, and that this interaction is mediated at least in part by fengycin and TasA. According to this model, wheat or maize, which are monocotyledonous plants whose seeds are composed of starchy endosperm surrounded by a layer of living cells, did not react to the presence of fengycin, whereas cucumber or soybean seeds, which are anatomically different but do contain OBs, responded with a growth-promoting effect (Supplementary Table 6).

We note however that *B. subtilis* communities (cells and ECM) still retain stimulatory activity in these and other seeds plants, so it cannot be excluded that additional plant pathways or *Bacillus*-derived structural or chemical components, such as secondary metabolites or phytohormones, are specifically involved in maintaining these intricate interkingdom mutualistic interactions.

## Methods

### Strains, media and culture conditions

The bacterial strains used in the present study are listed in Supplementary Table 1. Bacterial cultures were grown at 37 °C from frozen stocks on lysogeny broth (LB: 1% tryptone (Oxoid), 0.5% yeast extract (Oxoid) and 0.5% NaCl) plates. Isolated bacteria were inoculated in appropriate media. The necrotrophic fungus *B. cinerea* was grown at 25 °C from a frozen stock in potato dextrose agar (PDA) plates and maintained until inoculum preparation. *Escherichia coli* DH5α was used for cloning and plasmid replication. *E. coli* BL21(DE3) and BL21(AI) were used for protein purification. The final antibiotic concentrations for *B. subtilis* were: MLS (1 μg m l^−1^ erythromycin and 25 μg ml^−1^ lincomycin), spectinomycin (100 μg ml^−1^), tetracycline (10 μg ml^−1^), chloramphenicol (5 μg ml^−1^) and kanamycin (10 μg ml^−1^).

### Quantitative analysis of bacterial growth and promotion of radicle growth

Bacterial strains were grown in liquid LB at 30 °C overnight. The cells in the cultures were washed twice with sterile distilled water, and bacterial cell suspensions were adjusted to the same optical density (OD_600_). When using a fluorescent inoculum, CellTracker CM-DiI dye (Invitrogen, C7000) was added to the bacterial suspension. Melon seeds (Rochet Panal - Fitó) were surface-sterilized with 0.1% sodium hypochlorite and bacterized with bacterial cell suspensions by bathing for 1 h at room temperature. The seeds were placed in Petri dishes with wet filter paper, covered with foil and maintained in growth chambers at 25 °C for 5 d. For quantitative analysis of the bacteria, the radicles were separated from the seeds. The radicles were placed in 1.5 ml microcentrifuge tubes with 1 ml PBS medium and 1 g of 3-mm-diameter glass beads, and attached bacteria were recovered by vortexing for 1 min. The seeds were ground using a mortar and a pestle in 1 ml PBS. Total c.f.u. were assayed by plating serial dilutions of resulting suspensions on solid LB medium. C.f.u. of the spores were assayed using the same suspension after thermal shock at 80 °C for 5 min. Seeds treated with water were used as controls.

Analysis of radicle growth-promoting effects was based on radicle areas measured 5 d after seed treatment using ImageJ software. The medium radicle area of the control treatment group was assumed as 100% growth and was used to normalize the percentage of growth-promoting effect corresponding to strain treatment groups. Treatments with compounds purified from the extracellular matrix were performed in a similar manner. BslA and TasA proteins were purified as described above while fengycin, surfactin and iturin were commercially acquired (Biosynth-Carbosynth AF35268, Sigma-Aldrich S3523 and I1774, respectively). Unless indicated, TasA was used at 3 µM and fengycin at 10 µM. Iturin was used for seed treatments at 260 µM, and lysophosphoethanolamine 16:0 (Avanti Polar Lipids, 856705) and reduced glutathione (Sigma-Aldrich G4251) were used at 0.2 mg ml^−1^ and 0.25 mM, respectively. For the evaluation of long-term growth promotion, seedlings from treated seeds were transferred to pots and maintained in a growth chamber at 25 °C.

### Protein cloning and purification

TasA protein was purified as previously described^6^. BslA protein was purified from freshly transformed *E. coli* BL21-AI cells expressing the pDEST17 plasmid harbouring the *bslA* gene, which was initially subcloned into the donor vector PDONR207 using a Gateway recombination system. The primers designed to amplify the *bslA* gene were as follows: bslAFw: 5’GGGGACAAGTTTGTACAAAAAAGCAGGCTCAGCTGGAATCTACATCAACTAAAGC3’; bslARv: 5’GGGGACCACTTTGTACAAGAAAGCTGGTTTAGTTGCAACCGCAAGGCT3’. The colonies of *E. coli* BL21-AI were picked and resuspended in 500 ml LB containing 100 µg ml^−1^ ampicillin and incubated at 37 °C in an orbital shaker to reach an OD_600_ of 0.7. Then, the expression of recombinant protein was induced by 0.2% l-arabinose. After 4 h, the cells were collected and resuspended in buffer A (20 mM sodium phosphate, 500 mM NaCl and 20 mM imidazole) containing 400 µl 0.1 M phenylmethylsulfonyl fluoride, 40 µl lysozyme and 4 µl Cellytic 10x (Sigma-Aldrich). After a 45 min incubation with shaking at room temperature, the cells were disrupted by sonication (3 pulses of 1 min at an amplitude of 80%). The cell lysate was centrifuged at 12,000 *g* for 15 min at 20 °C, and the supernatant was filtered through a 0.45-µm-pore filter. The protein was purified using an AKTA Start fast protein liquid chromatography system (GE Healthcare). The soluble fraction was loaded into a 5 ml HisTrap HP column (GE Healthcare) previously equilibrated with buffer A. The protein was eluted from the column with elution buffer (20 mM sodium phosphate, 500 mM NaCl and 500 mM imidazole, pH 8). After affinity chromatography, the purified protein was loaded into a HiPrep 26/10 desalting column (GE Healthcare), and the buffer was exchanged for 20 mM Tris and 50 mM NaCl.

Oleosin protein was purified from inclusion bodies using freshly transformed *E. coli* Lemo21(DE3) cells expressing the pDEST17 plasmid harbouring the sequence of OLEOSIN1 from *Arabidopsis thaliana*, which was initially subcloned in the donor vector pENTR223 acquired from Arabidopsis Biological Resource Center using a Gateway recombination system. *E. coli* Lemo21(DE3) colonies were picked and resuspended in 500 ml LB containing 100 µg ml^−1^ ampicillin, 5 µg ml^−1^ chloramphenicol and 100 µM rhamnose, and incubated at 37 °C with orbital shaking to reach an OD_600_ of 0.4. Then, the expression of the recombinant protein was induced by 400 mM isopropyl β-d-1-thiogalactopyranoside (IPTG). After 3 h, the cells were collected by centrifugation (5,000 *g*, 15 min, 4 °C), resuspended in buffer A (50 mM Tris and 150 mM NaCl, pH 8) and then centrifuged again. The pellets were stored at −80 °C until purification or processed after 15 min. After thawing, the cells were resuspended in buffer A, sonicated on ice (3 × 45 s, 60% amplitude) and centrifuged (15,000 *g*, 60 min, 4 °C). The supernatant was discarded because the protein was mainly expressed in inclusion bodies. The pellet was resuspended in buffer A supplemented with 2% Triton X-100, incubated at 37 °C with shaking for 20 min and centrifuged (15,000 *g*, 10 min, 4 °C). The pellet was extensively washed with buffer A, centrifuged (15,000 *g*, 10 min, 4 °C), resuspended in denaturing buffer (50 mM Tris, 500 mM NaCl and 6 M GuHCl) and incubated at 60 °C overnight for complete solubilization. The lysates were clarified by sonication on ice (3 × 45 s, 60% amplitude) and centrifugation (15,000 *g*, 1 h, 16 °C), and passed through a 0.45 µm filter before affinity chromatography. The protein was purified using an AKTA Start fast protein liquid chromatography system (GE Healthcare). Soluble inclusion bodies were loaded into a 5 ml HisTrap HP column (GE Healthcare) previously equilibrated with binding buffer (50 mM Tris, 0.5 M NaCl, 20 mM imidazole and 8 M urea, pH 8). The protein was eluted from the column with elution buffer (50 mM Tris, 0.5 M NaCl, 500 mM imidazole and 8 M urea, pH 8) and maintained under denaturing conditions.

### Apoplastic fluid extraction from the seeds

The apoplastic fluid (AF) of the seeds was collected by a standard technique allowing the recovery of the components present in the intercellular spaces based on vacuum infiltration and centrifugation^45^. Briefly, imbibed seeds were carefully decoated and immersed in infiltration buffer (50 mM Tris-HCl, pH 7.5, and 0.6% NaCl). Five vacuum pulses of 10 s (separated by 30 s intervals) were applied using a vacuum pump. Infiltrated seeds were recovered, dried on a filter paper, placed in plastic syringe barrels inside centrifuge tubes and centrifuged for 20 min at 400 *g* at 4 °C. The AF was recovered and stored at 4 °C until use at various concentration ratios (0, 1:2, 1:5, 1:10, 1:20 and 1:50) in TasA polymerization assays.

### TasA polymerization assays

The kinetics of polymerization of TasA were monitored using thioflavin T (ThT) and detected by fluorescence^22^. The assay was carried out in a 96-well microtitre plate. Briefly, purified TasA protein was diluted in buffer (20 mM Tris and 50 mM NaCl, pH 7) or AF to final concentrations of 0.4 mg ml^−1^ or 0.2 mg ml^−1^. ThT solution was added to the wells to a final ThT concentration of 20 μM in a final volume of 100 μl. The fluorescence signal was measured in a fluorescence microplate spectrophotometer reader (438 nm excitation and 495 nm emission, with a 475 nm cut-off) at 30 °C under shaking. Each protein concentration was assayed in triplicate.

### Infection assays in the plants

Assays of *B. cinerea* infection were carried out in 5–6-week-old plants. Fungal conidia were collected from light-grown culture in sterile distilled water and filtered through a 40 µm cell strainer to remove remaining hyphae. For inoculation, the conidial suspension was adjusted to 10^5^ conidia per ml in half-strength filtered (0.45 μm) grape juice (100% pure organic). Each leaf was inoculated with 5 μl droplets of conidial suspension. The pots were covered with a plastic dome and placed in a growth chamber. The leaves were imaged 72 h after the inoculation and the size of the lesions was determined using ImageJ software. The size of the lesions in experimental plants was normalized to a medium lesion size in the control plants, which was assumed as 100% disease percentage.

### Purification of oil bodies from the seeds

Oil bodies were purified as previously described^46^, with some modifications according to ref. ^47^. Briefly, the seeds were soaked in 0.1 M sodium bicarbonate at pH 9.5 (adjusted with 0.1 M NaOH) for 2 h and soaking medium was discarded. The soaked seeds were ground in the same medium with a mortar and a pestle. The slurry was transferred to 2 ml tubes and centrifuged at 10,000 *g* for 30 min at 4 °C. The upper layer was transferred to a clean tube, dispersed in washing solution (7 M urea, 1:4 w/w) and centrifuged (10,000 *g*, 30 min). To remove residue of washing solution, the fat pad was isolated and suspended in water (1:4 w/w) and centrifuged (10,000 *g*, 30 min). After centrifugation, the creamy layer was collected and stored at 4 °C. Analyses were completed within 24 h.

### Pulldown assay

To study possible TasA interactions with the proteins present in the seeds, we carried out a pulldown assay using a nickel-loaded affinity resin (Protino Ni-TED 2000, Macherey-Nagel); purified TasA was used as a bait protein for protein extract obtained from imbibed seeds. Imbibed and decoated seeds were ground to a fine powder using a mortar and a pestle in liquid nitrogen. The powder was transferred to a clean 15 ml tube and resuspended in extraction buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 10 mM EDTA, 1% Triton X-100, 10% glycerol, 10 mM dithiothreitol (DTT), 1 mM phenylmethylsulfonyl fluoride, 1 mM NaF and 1% protease inhibitor cocktail). The samples were homogenized using a vortex, sonicated by 5 pulses of 20 s at 80% amplitude and centrifuged for 5 min at 9,000 *g* at 4 °C. The supernatant was transferred to a new tube and used immediately. Purified TasA was added to the seed protein extract to a final concentration of 50 µM and incubated at 4 °C overnight. Then, the mixture was incubated with equilibrated resin at 4 °C overnight. Control resin that did not contain bait protein was added to the seed protein extract. Flow-through, washing and elution fractions were collected and subjected to trichloroacetic acid protein precipitation. Precipitated proteins were resuspended in 1x Laemmli sample buffer (Bio-Rad) and heated at 100 °C for 5 min. The proteins were separated via SDS–PAGE through 12% polyacrylamide gels.

### Mass spectrometry analysis of protein bands

The protein bands of interest were identified by high-performance liquid chromatography/electrospray ionization tandem mass spectrometry (HPLC-ESI-MS/MS). Briefly, the bands were cut out after electrophoresis, washed and destained. Subsequently, the disulfide bridges were reduced with DTT and cysteines were alkylated by iodoacetamide; in-gel trypsin digestion was performed to extract peptides from the protein samples. The entire process was carried out automatically using an automatic digester (DigestPro, Intavis Bioanalytical Instruments). The peptides were concentrated and desalted using a C18 ZORBAX 300SB-C18 capture column (Agilent Technologies; 5 × 0.3 mm, 5 µm particle diameter and 300 Å pore size) in a gradient of 98% H_2_O:2% acetonitrile (ACN)/0.1% formic acid (FA) at a flow rate of 20 μl min^−1^ for 6 min. The capture column was connected through a 6-port valve to a ZORBAX 300SB-C18 analytical column (Agilent Technologies; 150 × 0.075 mm, 3.5 µm particle diameter and 300 Å pore size). Elution of the samples from the capture column was performed by a gradient of 0.1% FA in water as a mobile phase A and 0.1% FA in 80% ACN/20% water as a mobile phase B. The LC system was coupled to a nanospray source (CaptiveSpray, Bruker Daltonics) and a three-dimensional (3D) ion trap mass spectrometer (amaZon speed ETD, Bruker Daltonics) operating in the positive mode at a capillary voltage of 1,500 V and a sweep range of *m*/*z* 300–1,500. Data-dependent acquisition was carried out in the automatic mode with sequential collection of the full scan MS spectra (*m*/*z* 300–1,400), followed by collection of MS spectra in tandem via collision-induced dissociation of the 8 most abundant ions. ProteinScape 3 software (Bruker Daltonics) coupled to Mascot 3.1 search engine (Matrix Science) was used for identification by matching the MS/MS data against the Cucurbit genomes databases^48^.

### Far-western blotting

The interaction between TasA and oleosin was examined by far-western blotting^49^. Purified proteins were separated by SDS–PAGE through a 15% acrylamide gel and electrophoretically transferred onto PVDF membranes using a Trans-Blot Turbo transfer system (Bio-Rad) and PVDF transfer packs (Bio-Rad). The proteins were renatured by incubation of the membrane in denaturing and renaturing buffer (100 mM NaCl, 20 mM Tris, pH 7.6, 0.5 mM EDTA, 10% glycerol, 0.1% Tween 20, 2% skim milk powder and 1 mM DTT) containing decreasing concentrations of guanidine HCl (6, 3, 1, 0.1 and 0 M) and the membrane was blocked with blocking buffer (TBS containing 0.1% Tween 20 and 5% skim milk). Then, the membrane was incubated in protein-binding buffer (100 mM NaCl, 20 mM Tris, pH 7.6, 0.5 mM EDTA, 10% glycerol, 0.1% Tween 20, 3% skim milk powder and 1 mM DTT) containing 10 μg of purified TasA at 4 °C overnight. Excess protein was removed, and bound TasA was subjected to immunodetection. The membrane was probed with an anti-TasA antibody (rabbit) at a 1:20,000 dilution in blocking buffer. A secondary anti-rabbit IgG antibody conjugated to horseradish peroxidase (Bio-Rad) was used at a 1:3,000 dilution in the same buffer. The membranes were developed using Pierce ECL western blotting substrate (Thermo Fisher).

### Gene expression analysis by RT–qPCR

Total RNA was extracted from the frozen tissues collected at various timepoints after the treatments by phenol/chloroform extraction followed by precipitation with 1.5 M LiCl^50^ and sodium acetate^51^. For quantitative PCR with reverse transcription (RT–qPCR) assays, the RNA concentration was adjusted to 100 ng µl^−1^. Then, 1 µg of DNA-free total RNA was reverse transcribed into complementary DNA using SuperScript III reverse transcriptase (Invitrogen) and random primers in a final reaction volume of 20 µl according to the manufacturer’s instructions. RT–qPCR was performed using an iCycler-iQ system and an iQ SYBR Green Supermix kit from Bio-Rad according to the manufacturer’s instructions. The RT–qPCR cycle included the following steps: 95 °C for 3 min, followed by PCR amplification using a 40-cycle amplification programme (95 °C for 20 s, 56 °C for 30 s and 72 °C for 30 s), followed by a third step at 95 °C for 30 s. To evaluate the melting curve, 40 additional cycles were performed for 15 s starting at 75 °C, with stepwise temperature increases of 0.5 °C per cycle. The *act7* gene was used as a reference for data normalization. The target genes were amplified using the primers listed in Supplementary Table 2. Primer efficiency tests and confirmation of the specificity of the amplification reactions were performed as previously described^52^. Relative transcript abundance was estimated using the ΔΔ cycle threshold (Ct) method^53^. Transcriptional data of the target genes were normalized to the *act7* gene and are shown as the fold change in the expression levels of the target genes in each experimental treatment compared to those in the control treatment. The relative expression ratios were calculated as the differences between the qPCR threshold cycles (Ct) of the target gene and the Ct of the *act7* gene (ΔCt = Ct_gene of interest_ – Ct_*act7*_). The fold-change values were calculated as 2^−ΔΔCt^, assuming that a single PCR cycle represents a two-fold difference in the template abundance^54,55^. RT–qPCR analyses were performed in technical triplicates using three independently isolated RNA samples (biological triplicates).

### Total transcriptome analysis

For RNA sequencing analysis, 100 bp single-end read libraries were prepared using a TruSeq stranded total RNA kit (Illumina). The libraries were sequenced using a NextSeq550 instrument (Illumina). Raw reads were preprocessed by NextSeq System Suite v.2.2.0. using specific NGS technology configuration parameters^56^. This preprocessing removes low-quality, ambiguous and low-complexity stretches, linkers, adapters, vector fragments and contaminated sequences, and preserves the longest informative parts of the reads. SeqTrimNext also discarded sequences shorter than 25 bp. Subsequently, clean reads of the BAM files were aligned and annotated by Bowtie2^57^ using the *Cucumis melo* genome v.4.0^58^ as the reference; these data were then sorted and indexed using SAMtools v.1.484110^59^. Uniquely localized reads were used to calculate the read number values for each gene by Sam2counts (https://github.com/vsbuffalo/sam2counts). Differentially expressed genes (DEGs) in the treatment samples were analysed by DEgenes Hunter^60^, which provides a combined *P* value calculated on the basis of the Fisher method^61^ using nominal *P* values provided by edgeR^62^ and DEseq2^63^. This combined *P* value was adjusted by the Benjamini-Hochberg procedure^48^ (false discovery rate approach) and used to rank all obtained DEGs. For each gene, a combined *P* value < 0.05 and log_2_ fold change (FC) >1 or <−1 were considered significance thresholds. A heatmap and DEG clustering were generated using ComplexHeatmap in R Studio and Kobas 2.0^64^. Only profiles with a *P* value < 0.05 were considered in the present study. DEGs annotated using the *Cucumis melo* genome were processed to identify the Gene Ontology functional categories using sma3s^65^ and TopGo software^66^. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and enrichment were estimated using Bioconductor packages (Bioconductor.org) GGplot2, ClusterProfiler, DOSE and EnrichPlot in R Studio. The data were deposited in the GEO database under the reference GSE175611.

### CLSM

Bacteria, ROS and OBs inside the seeds were visualized by CLSM. Seeds were collected at the specified hours after treatment and were transversally cut with a scalpel. A drop of glycerol was applied to the sections, which were placed into 1.5-mm-thick cover glasses (22 × 22 mm). The bacteria were stained during inoculum preparation by CellTracker CM-DiI dye or in situ by Hoechst solution. Oil bodies and ROS were stained with Nile red (1:1,000 v/v) or dihydrorhodamine 123 (1:500 v/v), respectively. The images were acquired using a Leica SP5 confocal microscope with a ×HCX IRAPO L 25.0×0.95 WATER objective. To image the purified OB suspension, a drop of Nile red and Fast Green FCF-stained preparation was applied onto a patch of polymerized 1% agarose on a glass slide, which was covered with a coverslip. The images were acquired using a Leica SP5 confocal microscope with HCX PL APO lambda blue 63.0×1.40 OIL UV objective. Image processing was performed using Leica Application Suite Advance Fluorescence v.2.7.3.9723 (LCS Lite, Leica Microsystems) and FIJI/ImageJ software. Laser settings, scan speed, photomultiplier detector gain and pinhole aperture were constant for all acquired image stacks for each experiment.

### TEM

For TEM analysis, 16 h after treatment, seeds were fixed directly using 2% paraformaldehyde, 2.5% glutaraldehyde and 0.2 M sucrose mixture in 0.1 M phosphate buffer (PB) overnight at 4 °C. After three washes in PB, the portions were excised from the micropylar endosperm region and postfixed in 1% osmium tetroxide solution in PB for 90 min at room temperature, followed by PB washes and 15 min of stepwise dehydration in an ethanol series (30%, 50%, 70%, 90% and 100% twice). Between the 50% and 70% steps, the samples were incubated in-bloc in 2% uranyl acetate solution in 50% ethanol at 4 °C overnight. After dehydration, the samples were gradually embedded in low-viscosity Spurr’s resin (resin:ethanol, 1:1, 4 h; resin:ethanol, 3:1, 4 h; and pure resin overnight). The sample blocks were embedded in capsule moulds containing pure resin for 72 h at 70 °C. To image purified OBs in suspension or TasA protein under various polymerization conditions, carbon-coated copper grids were deposited over the sample drops and incubated at room temperature for 2 h. After incubation, the grids were washed in phosphate-buffered saline for 5 min, negatively stained with uranyl acetate (1%) for 20 s and washed once with water for 30 s.

For immunolabelling assays, carbon-coated copper grids were deposited over the samples of the corresponding OB treatments. After 2 h of incubation, the grids were washed in phosphate-buffered saline for 5 min and blocked with Pierce protein-free (TBS) blocking buffer (Thermo Fisher) for 30 min. An anti-TasA primary antibody was used at a 1:150 dilution in blocking buffer, and grids were deposited over the drops of antibody solution and incubated for 1 h at room temperature. The samples were washed three times with TBS-T (50 mM Tris-HCl, 150 mM NaCl, pH 7.5, and 0.1% Tween 20) for 5 min and then exposed to a 10-nm-diameter immunogold-conjugated secondary antibody (20 nm goat anti-rabbit conjugate, BBI solutions) for 1 h at a 1:50 dilution. The samples were then washed twice with TBS-T and once with water for 5 min each time. Finally, the grids were treated with 2% glutaraldehyde for 10 min, washed in water for 5 min, negatively stained with 1% uranyl acetate for 20 s and washed once with water for 30 s. The samples were left to dry and imaged under an FEI Tecnai G2 20 TWIN transmission electron microscope at an accelerating voltage of 80 kV. The images were acquired using TIA FEI Imaging Software v.4.14.

### Metabolite extraction from plant tissues

Metabolites from the samples of adult melon plants or radicles (MSV000084674, MSV000084278 and MSV000086360) were extracted by adding 1 ml methanol and vigorous vortexing. At least 2 or 3 replicates were done for each experiment, except for adult melon plants where only 1 replicate was done due to the high number of sections analysed for each plant. Due to the large sample number, weighting and normalization by biomass was not feasible. However, the size of plant sections was kept constant. To enable relative quantitative comparison between samples, we normalized peak areas to total ion count, which is a robust and widely applied strategy in non-targeted metabolomics. In addition, sulfamethazine (1 µM) was added to all samples as an internal standard and was used for normalization. After incubation for 2 h, the extracts were centrifuged at 14,000 *g* for 30 min. The acquired supernatants were stored at −80 °C until use in liquid chromatography–tandem mass spectrometry (LC–MS/MS).

Metabolites from seeds and seedlings (MSV000088139) were extracted after two rounds of methanol incubation with the powder obtained after grinding the tissue in liquid nitrogen and freeze-drying the samples. Three replicates were done for each condition. The samples were transferred to weighted vials and the methanol was evaporated at room temperature. Extracts were then resuspended in 1 ml methanol and centrifuged at 14,000 *g* for 20 min at 4 °C. Vials were weighed after the extractions to adjust the final concentrations to 1 mg ml^−1^, thus no internal standard was used.

In both cases, extraction controls were performed by adding 3 samples with pure methanol used for the extraction as a blank. Differences in abundance of metabolites were estimated on the basis of relative comparisons between equally treated samples due to the absence of authentic standards in the non-targeted metabolomics approach.

### LC–MS/MS

Non-targeted LC–MS/MS analysis was performed using a Q-Exactive Quadrupole-Orbitrap mass spectrometer coupled to a Vanquish ultra high-performance liquid chromatography (UHPLC) system (Thermo Fisher) (MSV000086360, MSV000084674 and MSV000084278) or a Shimadzu Nexera X2 UHPLC system, with attached photodiode array detector coupled to a Shimadzu 9030 QTOF mass spectrometer (MSV000088139).

For the Q-Exactive instrument, 5 µl of the samples were injected for separation on a UHPLC with a C18 core-shell column (Kinetex, 50 × 2 mm, 1.8 μm particle size, 100 Å pore size, Phenomenex). For the mobile phase, we used a flow rate of 0.5 ml min^−1^ (solvent A: H_2_O + 0.1% FA; solvent B: acetonitrile + 0.1% FA). During the chromatographic separation, we applied a linear gradient from 0–0.5 min 5% B, 0.5–4 min 5–50% B, 4–5 min 50–99% B, followed by a 2 min washout phase at 99% B and a 2 min re-equilibration phase at 5% B. For positive mode MS/MS acquisition, the electrospray ionization was set to a 35 a.u. sheath gas flow, 10 a.u. auxiliary gas flow, 2 a.u. sweep gas flow and 400 °C auxiliary gas temperature. The spray voltage was set to 3.5 kV with an inlet capillary of 250 °C. The S-lens voltage was set to 50 V. MS/MS product ion spectra were acquired in data-dependent acquisition mode. MS1 survey scans (150–1,500 *m*/*z*) and up to 5 MS/MS scans per data-dependent acquisition duty cycle were measured with a resolution of 17,500. The C-trap fill time was set to a maximum of 100 ms or until the Automatic Gain Control target of 5 × 10^5^ ions was reached. The quadrupole precursor selection width was set to 1 *m*/*z*. Normalized collision energy was applied stepwise at 20, 30 and 40%, with *z* = 1 as default charge state. MS/MS scans were triggered with apex mode within 2–15 s from their first occurrence in a survey scan. Dynamic precursor exclusion was set to 5 s. Precursor ions with unassigned charge states and isotope peaks were excluded from MS/MS acquisition.

For the QTOF instrument, 2 μl were injected into a Waters Acquity Peptide BEH C18 column (1.7 μm, 300 Å, 2.1 × 100 mm). The column was maintained at 40 °C and run at a flow rate of 0.5 ml min^−1^, using 0.1% formic acid in H_2_O as solvent A and 0.1% formic acid in acetonitrile as solvent B. A gradient was employed for chromatographic separation starting at 5% B for 1 min, then 5% to 85% B for 9 min, 85% to 100% B for 1 min, and finally held at 100% B for 4 min. The column was re-equilibrated to 5% B for 3 min before the next run was started. The LC flow was switched to the waste for the first 0.5 min, then to the MS for 13.5 min, then back to the waste to the end of the run. The photodiode array detector acquisition was performed in the range 200–400 nm at 4.2 Hz, with 1.2 nm slit width. The flow cell was maintained at 40 °C. The MS system was tuned using standard NaI solution (Shimadzu). The same solution was used to calibrate the system before starting. System suitability was checked by including a standard sample made of 5 μg ml^−1^ thiostrepton, which was analysed regularly in between batches of samples.

All samples were analysed in positive polarity, using data-dependent acquisition mode. In this regard, full scan MS spectra (*m*/*z* 400–4,000, scan rate 20 Hz) were followed by 3 data-dependent MS/MS spectra (*m/z* 400–4,000, scan rate 20 Hz) for the 3 most intense ions per scan. The ions were selected when they reached an intensity threshold of 1,000, isolated at the tuning file Q1 resolution, fragmented using collision-induced dissociation with collision energy ramp (CE 10–40 eV) and excluded for 0.05 s (1 MS scan) before being reselected for fragmentation. The parameters used for the ESI source were: interface voltage 4 kV, interface temperature 300 °C, nebulizing gas flow 3 l min^−1^ and drying gas flow 10 l min^−1^.

In both cases, a mixture of 10 mg ml^−1^ each of sulfamethazine, sulfamethizole, sulfachloropyridazine, sulfadimethoxine, amitriptyline and coumarin was run after every 96 injections for quality control.

### Preprocessing for data analysis and MS/MS network analysis

Raw spectra were converted to .mzXML files using MSconvert (ProteoWizard). Feature identification was performed by MZmine open source software^67,68^ version 2.37 using the settings listed in Supplementary Table 3; this generated the .mgf files and quantification tables for statistical analyses via Metaboanalyst^69^ and feature-based molecular network in the Global Natural Product Social Molecular Networking (GNPS) environment^70^ using Ion Identity Network^71^.

### Feature-based molecular networking and spectral library search

Molecular networking and library search were performed using the GNPS environment with the settings listed in Supplementary Table 4 and visualized using Cytoscape software^72^. Putative annotation of detected features was obtained using automatic library search through the GNPS environment^73^, network annotation propagation^74^, chemical classification using ClassyFire^75^ and MolNetEnahancer workflows^76^.

Mirror plots were done using GNPS and https://metabolomics-usi.ucsd.edu/^77^, comparing mzspec of the selected features and the metabolites recorded in MS/MS databases (Extended Data Fig. 10). Annotations were done according to guidelines in ref. ^78^ (Supplementary Table 8), and levels are indicated in each figure.

The automatic workflow for the analysis of the radicles from seeds bacterized with *Bacillus subtilis* subsp. *subtilis* NCBI 3610 and mutant strains dataset (MSV000084674) can be accessed at: https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=b2e3636335d24c2da72634b7c6c8b63f; feature-based molecular networking: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=811bd911de4f48a1b59510215559afa2; network annotation propagation: https://proteomics2.ucsd.edu/ProteoSAFe/status.jsp?task=5d2297ea755b4d3986cd92d8e297e603; and MolNetEnhancer: https://proteomics2.ucsd.edu/ProteoSAFe/status.jsp?task=45823b975a8547e4b76b82ce8e037142.

Automatic workflow for the analysis of the radicles from the seeds treated with fengycin and TasA (MSV000084278) can be accessed at: https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=fc05e1b986cb4073b56d9f9a044f0a2f; feature-based molecular networking: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=446bcbde8940460b89eda8c0bddfdd27; network annotation propagation: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=eb776d82cf5f438282514e5d438c851e; and MolNetEnhancer: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=1f316080df4749a3ae00f2d644c95114.

Automatic workflow for the analysis of adult plants grown from control seeds or seeds bacterized with *Bacillus subtilis* subsp. *subtilis* NCBI 3610 (MSV000086360) can be accessed at the following addresses: https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=1090c82889a04e4ba9be1058a8a5d6db; feature-based molecular networking: https://proteomics2.ucsd.edu/ProteoSAFe/status.jsp?task=63d6d0c95b3e4d8d846d376499bb544e; network annotation propagation: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=914293e2bc3d4492bb9e0de3c7c49b2c; and MolNetEnhancer: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=e72d0b1205444e77880befcc9d23d5a8.

Automatic workflow for the analysis of the seeds and seedlings after seed treatments with bacteria, fengycin or TasA (MSV000088139) at 0, 24 and 120 h after treatment can be accessed at: https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=72bb762b7b8d45da8d3c5c9005a425d8; feature-based molecular networking: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=c6cce7f2ec2048febbc6b53b09e69525;

network annotation propagation: https://proteomics2.ucsd.edu/ProteoSAFe/status.jsp?task=bee18fc3c2c44e70b9b313f92ef3402; and MolNetEnhancer: https://proteomics2.ucsd.edu/ProteoSAFe/status.jsp?task=eb669e7594bf440d88c581b34636e7c2.

### Proportionality score

The proportionality score was calculated between two directly connected nodes across the entire molecular network using the following equation:

$${\rm{Proportionality}} = log\left( {\frac{{{\rm{Ns1}}/{\rm{Ms1}}}}{{{\rm{Ns2}}/{\rm{Ms2}}}}} \right),$$

where Ns1 and Ms1 correspond to the peak area of the detected features N and M in sample S1, while Ns2 and Ms2 correspond to the peak area of the detected features N and M in sample S2. A constant (*k* = 1.0 × 10^−10^) is added to each value to avoid including any zero values during the calculation. Chemical proportionality scores are available within the GNPS environment and can be accessed at: https://proteomics2.ucsd.edu/ProteoSAFe/status.jsp?task=7e8109b3ece945979f8b26ab7a48d615 (chemical proportionality table calculated between non-treated seeds at 0 and 24 h); https://proteomics2.ucsd.edu/ProteoSAFe/status.jsp?task=488cd1ca8e7540bb8033f79f0712fa3d (chemical proportionality table calculated between seeds treated with fengycin at 0 and 24 h); and https://proteomics2.ucsd.edu/ProteoSAFe/status.jsp?task=fca204a7579448bc9f821d08863fc0f9 (chemical proportionality table calculated between seeds treated with TasA at 0 and 24 h).

### Collection of plant material for 3D mass spectral molecular cartography

Individual parts of melon plants grown from control and bacterized seeds were sampled. Plants were sectioned in the same number of parts to make results comparative. For this, roots, stems and leaves were numbered, and coordinates were taken for later 3D representation and visualization. Approximately 200 mg of fresh individual plant parts was collected in 1.5 ml microcentrifuge tubes and flash frozen under liquid nitrogen. The samples were stored at −80 °C until further analysis.

### 3D modelling and visualization

Melon plants from non-bacterized seeds were used as the model plant for 3D representation of metabolomic features due to non-significant changes in morphology between plants. Approximately 250 images of melon plants taken from different angles and perspectives were converted into high-definition 3D meshes using Autodesk ReCap. These 3D meshes were then exported to the .obj format and edited using Meshmixer. Point coordinates of sampled plant parts were added using Meshlab^79^ and the 3D models were exported to the .stl format. Representative samples of roots, stems and leaves were obtained. Point coordinates and LC–MS data were combined into a .csv file and mapped on the 3D models using Ili^80^.

### Statistics and reproducibility

Statistical significance was assessed by appropriate tests (see figure legends). All analyses were performed using GraphPad Prism version 6. *P* values < 0.05 were considered significant. Asterisks indicate the level of statistical significance: *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. Statistical analysis of metabolomic datasets was performed by Metaboanalyst v.5.0 (ref. ^69^), after data filtering by interquartile range (IQR). When needed, data were normalized to the feature corresponding to the internal standard of the samples. Experiments were repeated at least three times independently with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Tables 1–8, references and source data files (list only).

Reporting Summary

Peer Review File

## Figures and Tables

**Extended Data Fig. 1:**
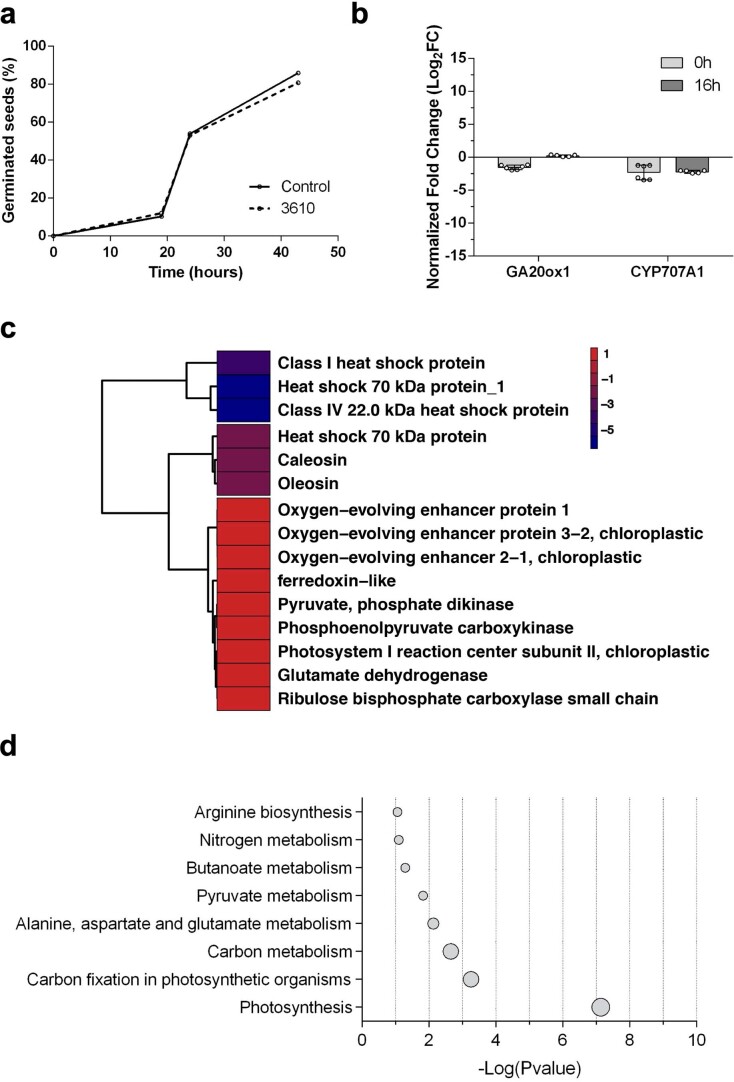
Seed treatment with *B. subtilis* cells does not induce an increase in the germination rate but accelerates post germination progression. **a** Germination rates of untreated and bacterized seeds represented as the percentage of germinated seeds versus time. **b** Relative expression levels of the GA20ox1 and CYP707A1 genes in bacterized seeds 0 and 16 hours after the treatment compared with those in the untreated seeds. The average values of two biological replicates with three technical replicates are shown with error bars representing SD. **c** Heatmap of fold changes of selected DEGs identified by total transcriptomic analysis of bacterized and control seeds (untreated) 16 hours after the treatment. Colour scale indicates the Log2(FC) of each DEG. **d** KEGG pathway enrichment analysis of all DEGs identified by RNA-seq of bacterized and control seeds 16 hours after the treatment. Source data

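The keyword list of protein processing in the endoplasmic reticulum, the compartment where secreted proteins fold, had 7 described members among the seed genes. None of their descriptions places them in that compartment. All 7 were lower in treated seeds, with a median log2 fold change of -2.69, which was -1.34 without seed control replicate 1. Of the 7, 4 were heat shock 70 kDa or heat shock 90 proteins that also belong to the heat shock list, and the others were DnaJ chaperones, which hand unfolded proteins to Hsp70. A DnaJ-like protein (MELO3C005321) had 19.1 ± 14.1 CPM (SD, n = 2) in untreated seeds and 2.84 ± 1.19 CPM (SD, n = 2) in treated seeds, a log2 fold change of -2.74 (standard error 0.58). Chaperone protein DnaJ (MELO3C024324) had a log2 fold change of -1.05 (standard error 0.26). One of 3 genes described as heat shock 70 kDa protein, assigned to the tag Hsp70 by the place of its label in Fig. 1b (MELO3C006536), had 47.7 ± 31.8 CPM in untreated seeds and 13.8 ± 2.79 CPM in treated seeds (SD, n = 2 each). Without seed control replicate 1, the log2 fold change of MELO3C005321 was -1.68 and that of MELO3C006536 moved from -1.79 to -0.87. None of the 7 was called by edgeR's quasi-likelihood test, with adjusted p from 0.492 to 0.623, although all had an unadjusted p under 0.05; DESeq2 called 4 and the combination by Fisher's method called 7.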

**Extended Data Fig. 2:**
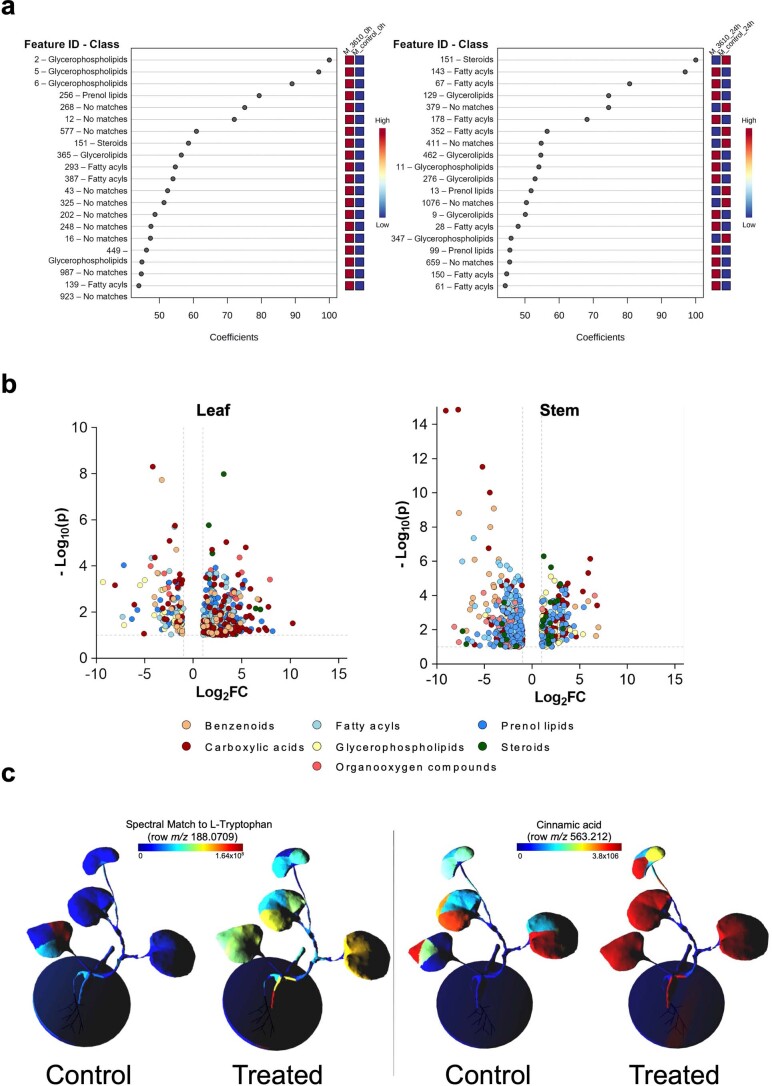
Carboxylic acids and lipids represent the major metabolic changes in bacterized seeds. **a** Top 20 features with high median weighted sum of absolute regression coefficient scores determined by PLS-DA and calculated using MetaboAnalyst, selected as features discriminating bacterized seeds from control seeds 0 hours after the treatment (left) or 24 hours after the treatment (right). Feature IDs are accompanied by chemical class according to Classyfire classification. Features in bold are selected as features discriminating any growth-promoting treatment from the control treatment. **b** Volcano plots showing the metabolites significatively increased or decreased in leaves (left) and stem (right) of plants emerged from bacterized seeds respecting control plants. Colours indicate the chemical class of each metabolite according to Classyfire. **c** Distribution of features identified by spectral match as L-tryptophan and cinnamic acid in 3D models representing the plants grown from the control or *B. subtilis*-treated seeds.

**Extended Data Fig. 3:**
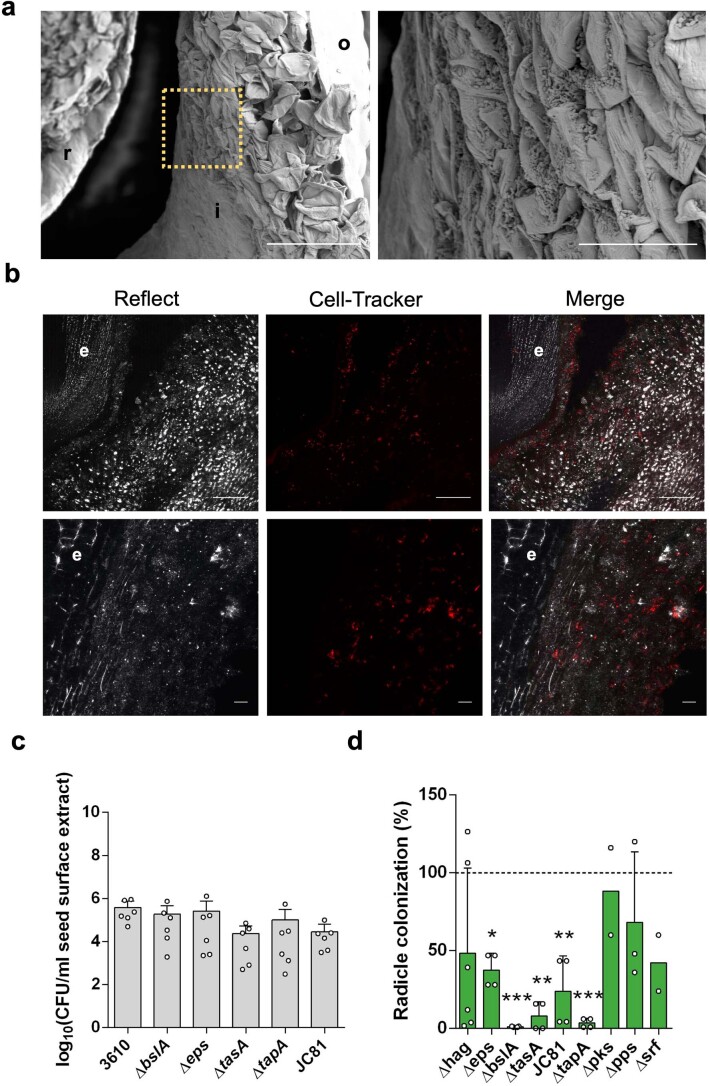
*B. subtilis* cells enter the seeds and colonize the inner regions. **a** Scanning electron microscopy micrographs of bacterized seeds 5 days after the treatment shows *B. subtilis* cells colonizing the inner side of the seed coat. Scale bars: 100 = µm (left image) and 30 µm (right image); r: radicle, i: inner seed coat, o- outer seed coat. **b** Confocal microscopy images of transversally cut bacterized seeds 16 hours after the treatment with fluorescently labeled *B. subtilis* cells. Scale bars: 100 µm (upper panels) or 10 µm (lower panels); e: embryo. **c** CFU counts of the surface extracts of the seeds bacterized with the WT (3610) strain and ECM mutants 1 hour after the treatment. Average values are shown with error bars representing SD (*n* = 6). **d** Radicle colonization of the ECM mutants relative to that of the WT assumed as 100% (discontinued line) in radicle extracts five days after seed treatment. Average values are shown. Error bars represent SEM. Statistical significance was assessed by one-way ANOVA with *post hoc* Dunnett’s multiple comparisons test (each treatment vs. WT treatment except for ∆srf and ∆pks) (*n* = 3 in WT, *n* = 4 in all ECM mutants except for ∆srf and ∆pks, with *n* = 2; ∆eps *P = 0.0391, ∆bslA ***P = 0.0007, ∆tasA **P = 0.0014, JC81 **P = 0.0091, ∆tapA ***P = 0.0009). Source data

**Extended Data Fig. 4:**
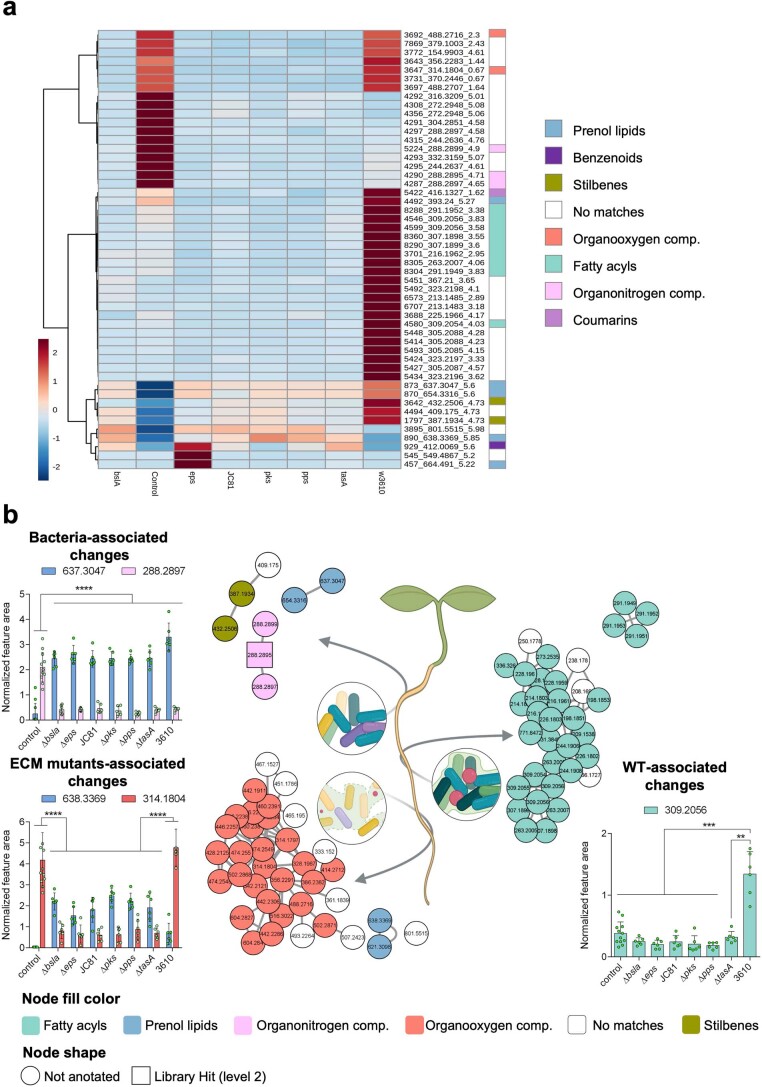
Components of the extracellular matrix of *B. subtilis* trigger metabolic reprogramming of the seed radicles related to plant growth stimulation. **a** Heatmap of the hierarchical clustering of the top 50 features of impacted molecular families in the radicles from bacterized seeds. The color code inside the heatmap depicts the relative fold change of each metabolite between groups. Color code accompanying feature names indicates their chemical class according to Classyfire. **b** Network analysis of representative features related to the presence of bacteria or ECM. Normalized abundances in the radicles in seeds subjected to various treatments are represented in features of all groups. Average values are shown with error bars representing SD. Statistical significance was assessed by one-way ANOVA with *post hoc* Dunnett’s multiple comparisons test (*n* = 6 except in control, where *n* = 12; p < 0.0001). Created with BioRender.com. Source data

**Extended Data Fig. 5:**
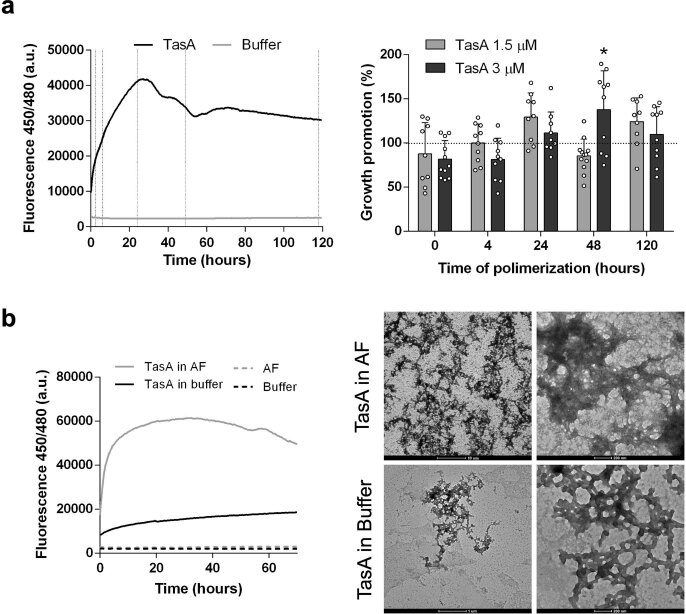
Aggregated forms of TasA are preferred under the apoplast conditions and have the highest radicle growth-promoting activity after seed treatments. **a** Left: Polimeryzation dynamics of TasA in the fluorescence emission assays using ThT. Discontinued lines indicate time points when fractions were used for seed treatments. Right: Percentage of radicle growth promotion from the seeds treated with TasA at various polymerization states normalized to the radicle area of the control samples (100%, discontinued line) five days after seed treatment. Average values are shown. Error bars represent SD. Statistical significance was assessed by after one-way ANOVA with *post hoc* Dunnett’s multiple comparisons test (each treatment vs. control treatment) (*n* = 11, 12, 10, 11 and 9 for control, *n* = 9, 10, 9, 12 and 9 for TasA 1.5 µM and *n* = 11, 10, 9, 10 and 10 for TasA 3 µM, referring to 0, 4, 24, 48 and 120 hours respectively). **b** Left: Fluorescence emission of ThT over time in the TasA polymerization assay in polymerization buffer (buffer) or in apoplastic fluid (AF). Right: Representative transmission electron microscopy micrographs of TasA after 16 hours of polymerization in buffer or AF. Source data

**Extended Data Fig. 6:**
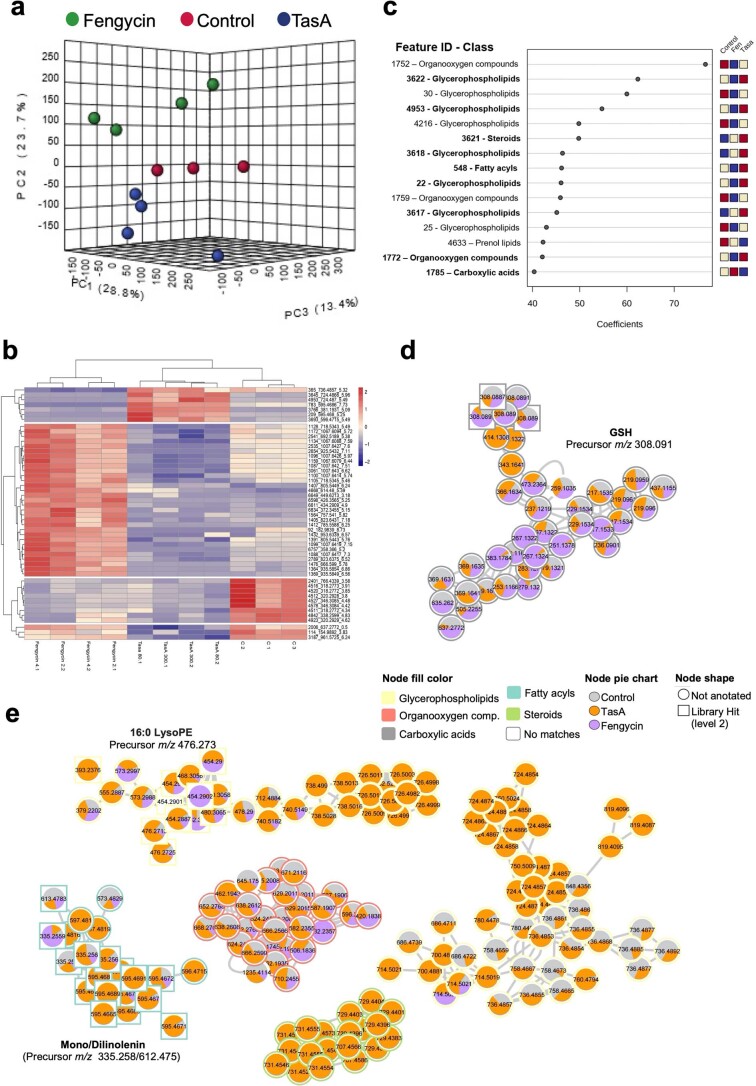
Treatments of the seeds with TasA and fengycin influence the final metabolic patterns of emerged radicles. **a** PCA 3D score plot of the metabolome of the radicles showing clustering of the samples based on seed treatment. The percentage of variation explained by each principal component is indicated on the axes. **b** Heatmap of hierarchical clustering results of the top 50 features impacted in the radicles grown from TasA- and fengycin-treated seeds. The color code inside the heatmap depicts the relative fold change of each metabolite between groups. **c** Top 20 features with high median weighted sum of absolute regression coefficient scores determined by PLS-DA and calculated using MetaboAnalyst. Feature IDs are accompanied by chemical class according to Classyfire classification. Features in bold are selected as features discriminating any growth-promoting treatment from the control treatment. **d, e** Molecular family of features discriminating fengycin-treated seeds (**D**) or TasA-treated seeds (**E**) from the control seeds according to PLS-DA. The chemical structures of annotated features and their average mass based on spectral matches to GNPS libraries are also represented for the corresponding molecular families. Pie charts indicate the peak abundance of each metabolite in the corresponding condition. Node shape indicates the level of identification according to Sumner et al., ^78^.

**Extended Data Fig. 7:**
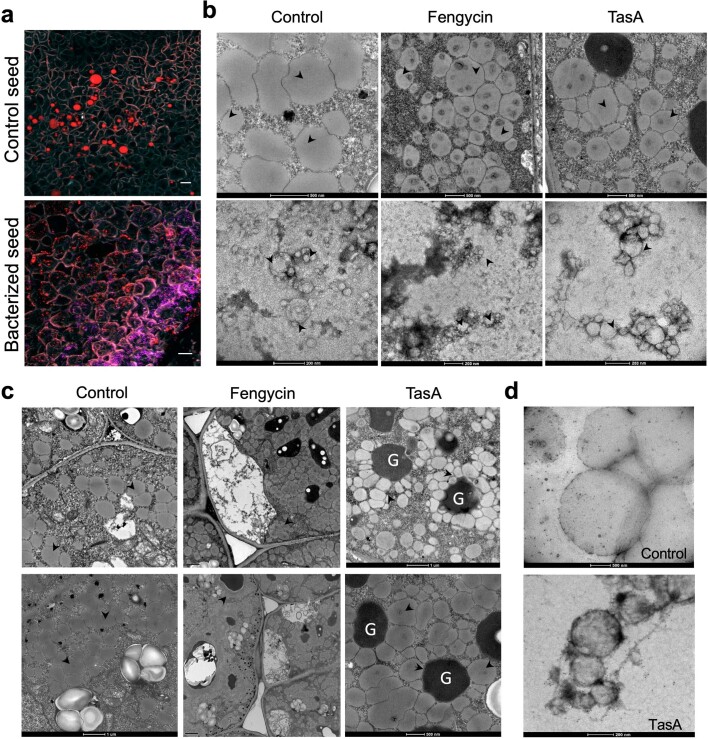
The size of OBs in the seeds is altered after seed treatment with *B. subtilis* cells or with purified TasA and fengycin. **a** Representative CLSM images of transversally cut seeds 16 hours after the treatment with *B. subtilis*. Oil bodies were stained with Nile red, and bacteria were stained with Hoechst. Scale bar: 20 µm. **b** Transmission electron microscopy images of thin sections of the seeds (top) or purified OB suspensions (bottom) 16 hours after the treatment with water (control), fengycin, or TasA. Arrows indicate oil bodies. **c** Representative transmission electron microscopy images of thin sections of the seeds 16 hours after the treatment with water (control), fengycin or TasA. G: glyoxysomes; arrows: oil bodies. **d** Transmission electron microscopy images of purified OB suspension 16 hours after the treatment with TasA. Samples were immunolabeled with a TasA antibody (1:150) and secondary anti-rabbit antibodies conjugated to 10 nm gold particles (1:50).

**Extended Data Fig. 8:**
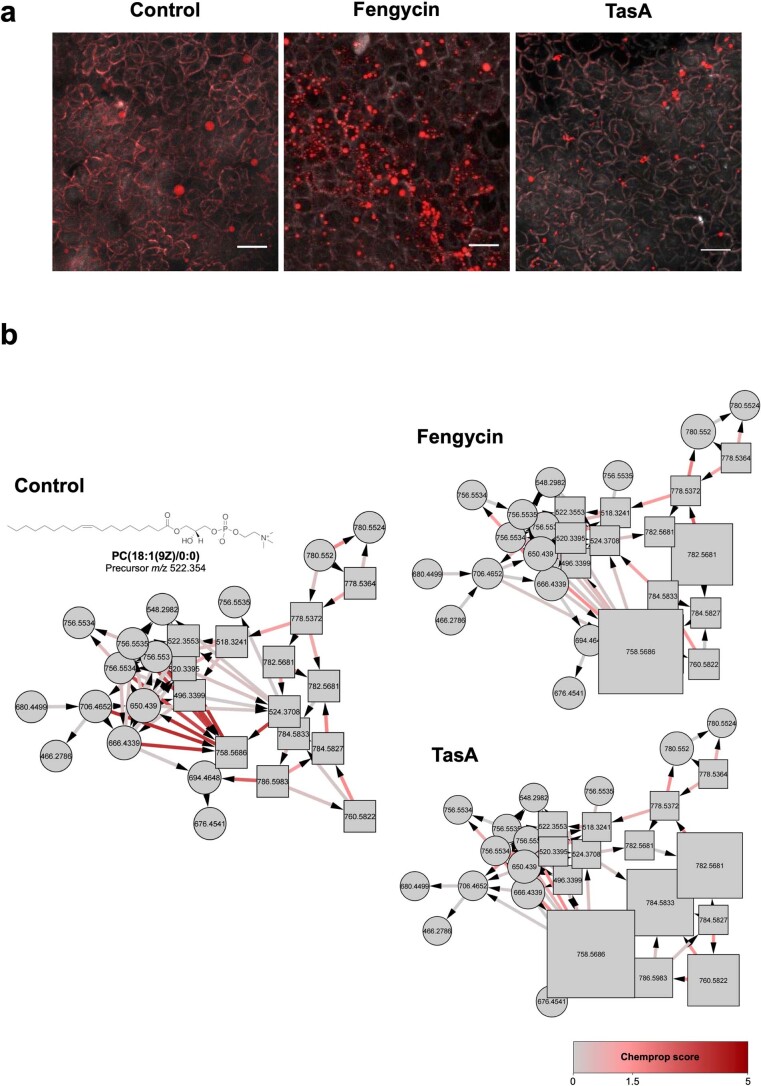
TasA and fengycin induce changes in OBs morphology and glycerophospholipids dynamics in seeds. **a** Representative CLSM images of transversally cut seeds 16 hours after the treatment with 10 µM fengycin or 3 µM TasA. Oil bodies were stained with Nile red (scale bar: 20 µm). **b** Chemical proportionality analysis of a glycerophospholipids molecular family in non-treated seeds (control) and seeds treated with fengycin or TasA from 0 h to 24 h after treatment. The size of the nodes is directly related with the abundance of the features at time 0 h. Arrows indicate chemical directionality of the modifications found and the color scale of the arrow represents the ChemProp score, the value obtained after the measurement of the peak area changes of connected nodes in a molecular network across a sequential data frame by comparing their proportions.

**Extended Data Fig. 9:**
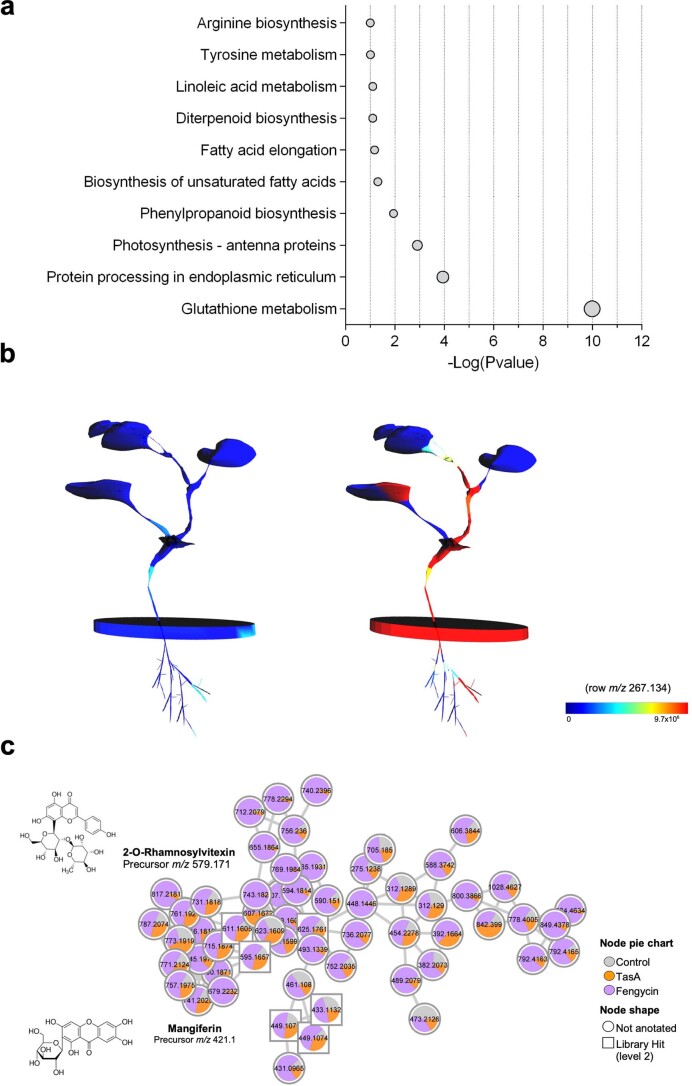
Treatment of the seeds with fengycin increase the expression and accumulation of metabolites related to glutathione metabolism and flavonoids. **a**. KEGG pathway enrichment analysis of all DEGs identified by total transcriptomic analysis of the leaves of adult plants grown from control or fengycin-treated seeds 48 hours after inoculation with *B. cinerea*. **b** 3D plant models of adult plants grown from control (left) or *B. subtilis*-treated seeds (right) showing global distribution of the feature with *m/z* identical to discriminant feature 1785 of the GSH molecular family identified in the metabolome of the radicles grown from the seeds treated with purified TasA or fengycin. **c** Molecular family with features differentially abundant in the aerial regions of seedlings from fengycin-treated seeds vs. control seedlings 5 days after seed treatment, annotated as flavonoids according to Classyfire. The chemical structures of annotated features and their average mass based on spectral matches to GNPS libraries are also represented for the corresponding molecular families. Pie charts indicate the peak abundance of each metabolite in the corresponding condition. Node shape indicates the level of identification according to Sumner et al., ^78^.

**Extended Data Fig. 10:**
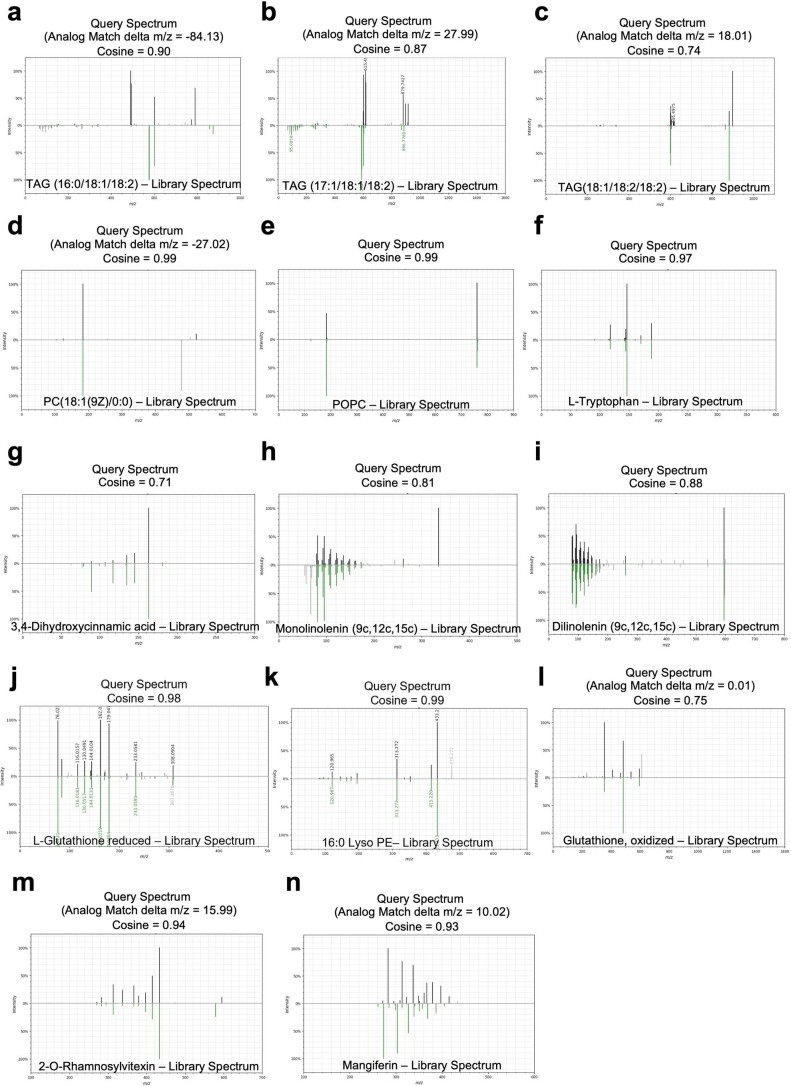
Mirror plots comparing spectra from named features along the manuscript to standard spectra deposited in GNPS. In the upper part of the plot (black lines) is represented the MS spectra of the candidate feature and in the lower part (green lines); the MS spectra of the standard compound. Mirror plots have been generated using https://metabolomics-usi.ucsd.edu/.

## Data Availability

The RNA-seq data are deposited in the GEO database under the reference GSE175611. Metabolomics data are deposited at https://massive.ucsd.edu/ with the identifiers MSV000084674 (data from radicles from seeds bacterized with *Bacillus subtilis* subsp. *subtilis* NCBI 3610 and mutant strains), MSV000084278 (data from radicles from seeds treated with fengycin and TasA), MSV000086360 (data from adult plants grown from control seeds or seeds bacterized with *Bacillus subtilis* subsp. *subtilis* NCBI 3610) and MSV000088139 (data from seeds and seedlings after seed treatments with bacteria, fengycin or TasA). Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 4 Unprocessed gels and western blots.
Source Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.

# Supplementary material for: Bacillus subtilis biofilm matrix components target seed oil bodies to promote growth and anti-fungal resistance in melon
**Source:** Nat Microbiol. 2022 Jun 6;7(7):1001–15. doi: 10.1038/s41564-022-01134-8

Source Data File Figure 4

Pull down assay. SDS-PAGE Protein gel, Commasie Brilliant Blue staining (FT: Flow trough, W: wash, E: elution). Units of the molecular weight marker are kDa.

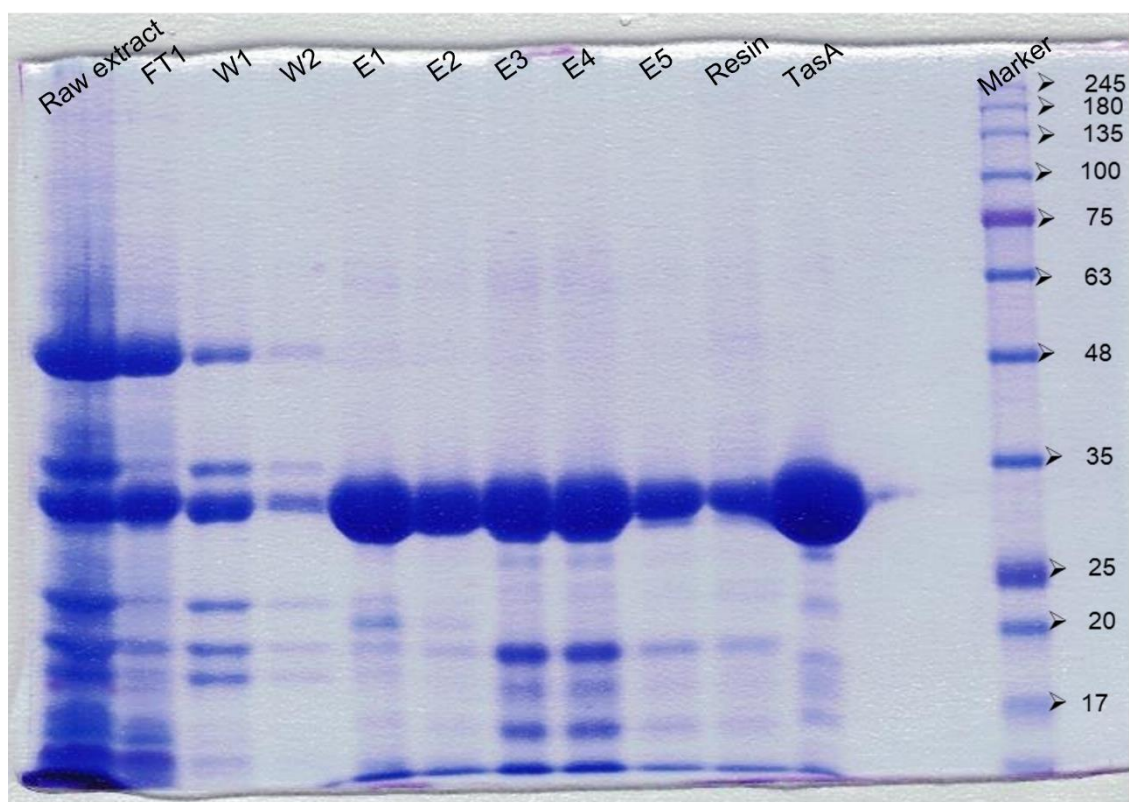

Pull down assay. SDS-PAGE Protein gel, Commasie Brilliant Blue staining. Negative control: no TasA added to the resin.

(FT: Flow trough, W: wash, E: elution). Units of the molecular weight marker are kDa.

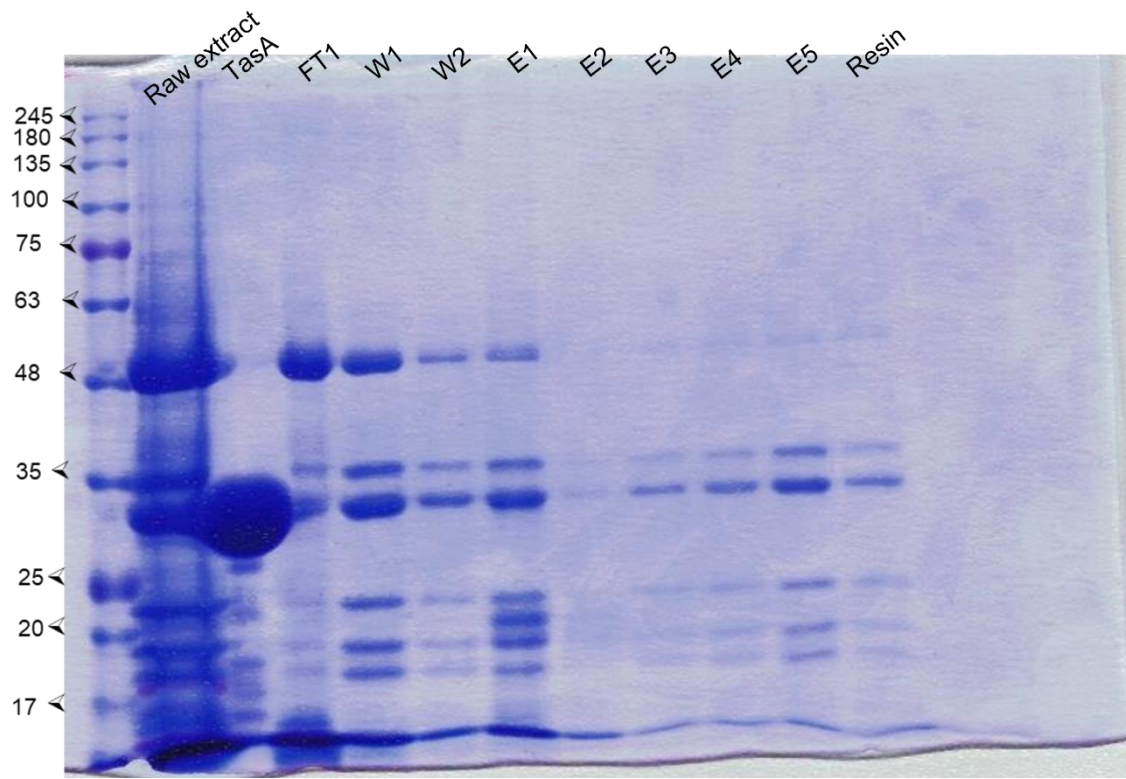

Far Western Blot assay. SDS-PAGE Protein gel, Commasie Brilliant Blue staining. Units of the molecular weight marker are kDa.

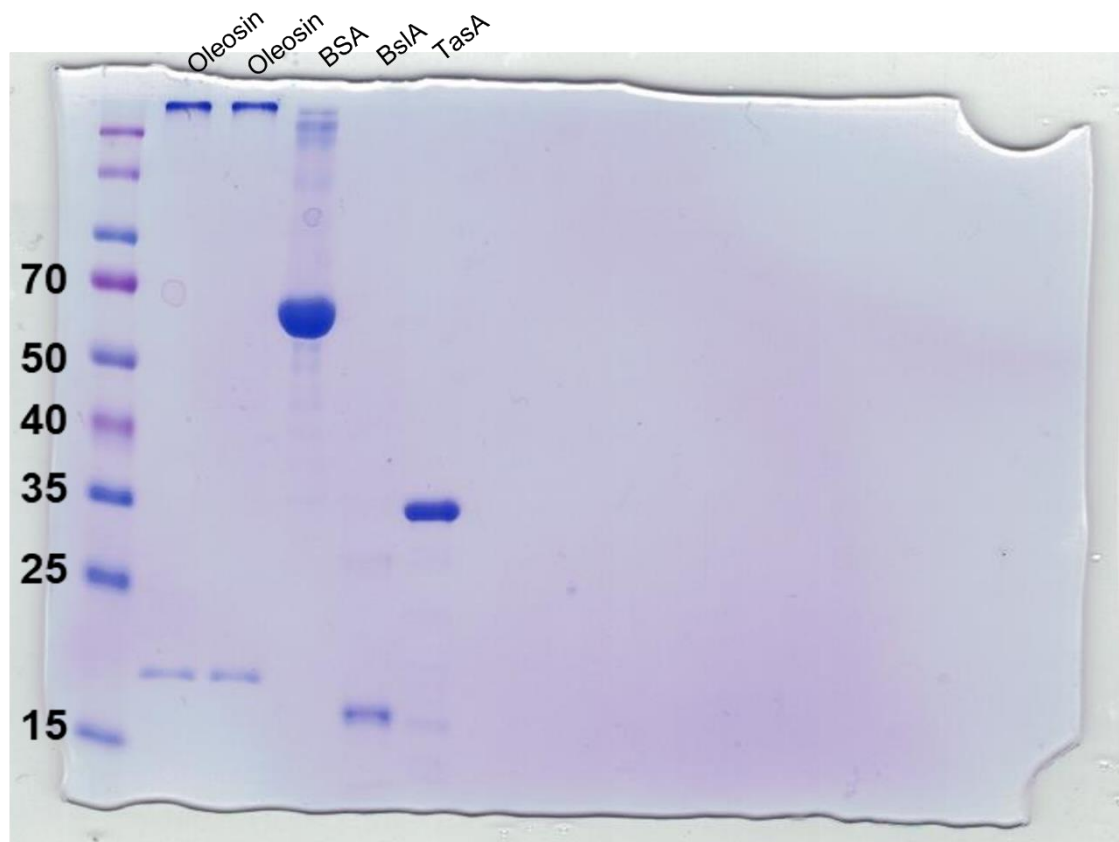

Far Western Blot assay. SDS-PAGE Protein gel transferred to PVDF membrane.
Western Blot using an anti-TasA antibody (1:20.000).

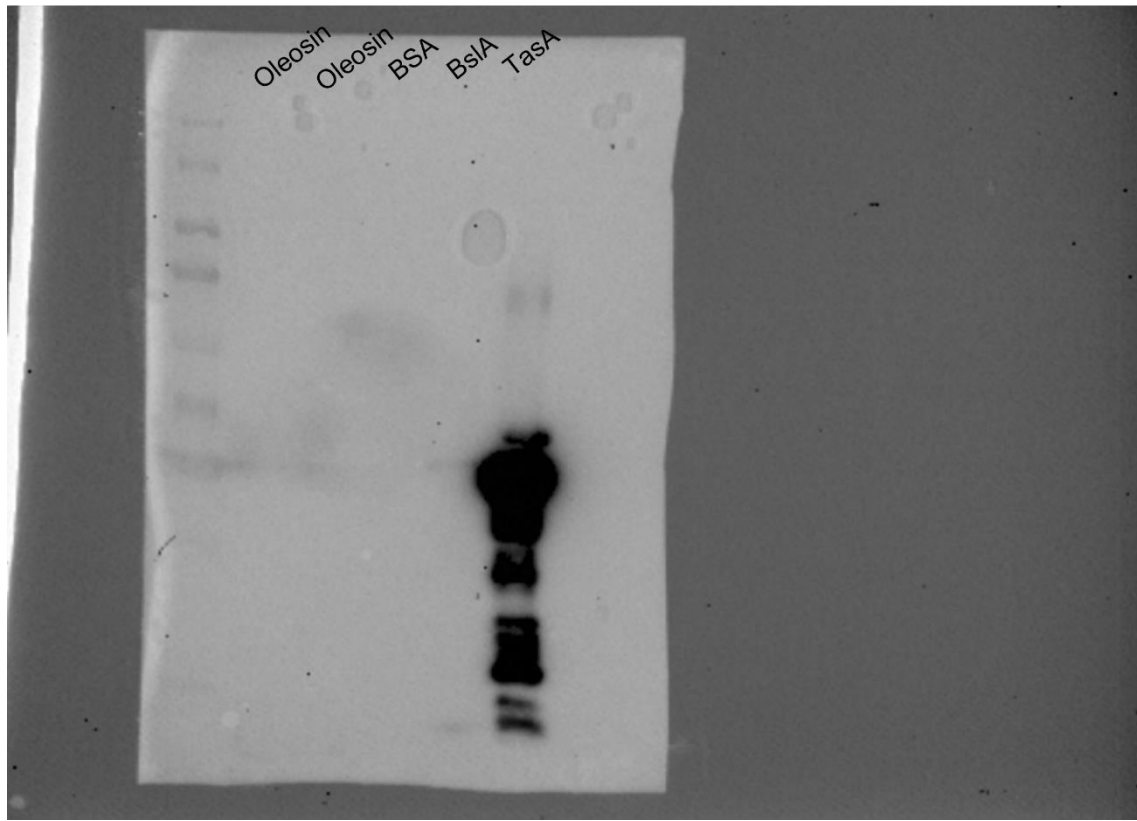

Far Western Blot assay. SDS-PAGE Protein gel transferred to PVDF membrane. Western Blot using an anti-TasA antibody (1:20.000) after renaturing of the proteins and membrane incubation with TasA as a bait protein.

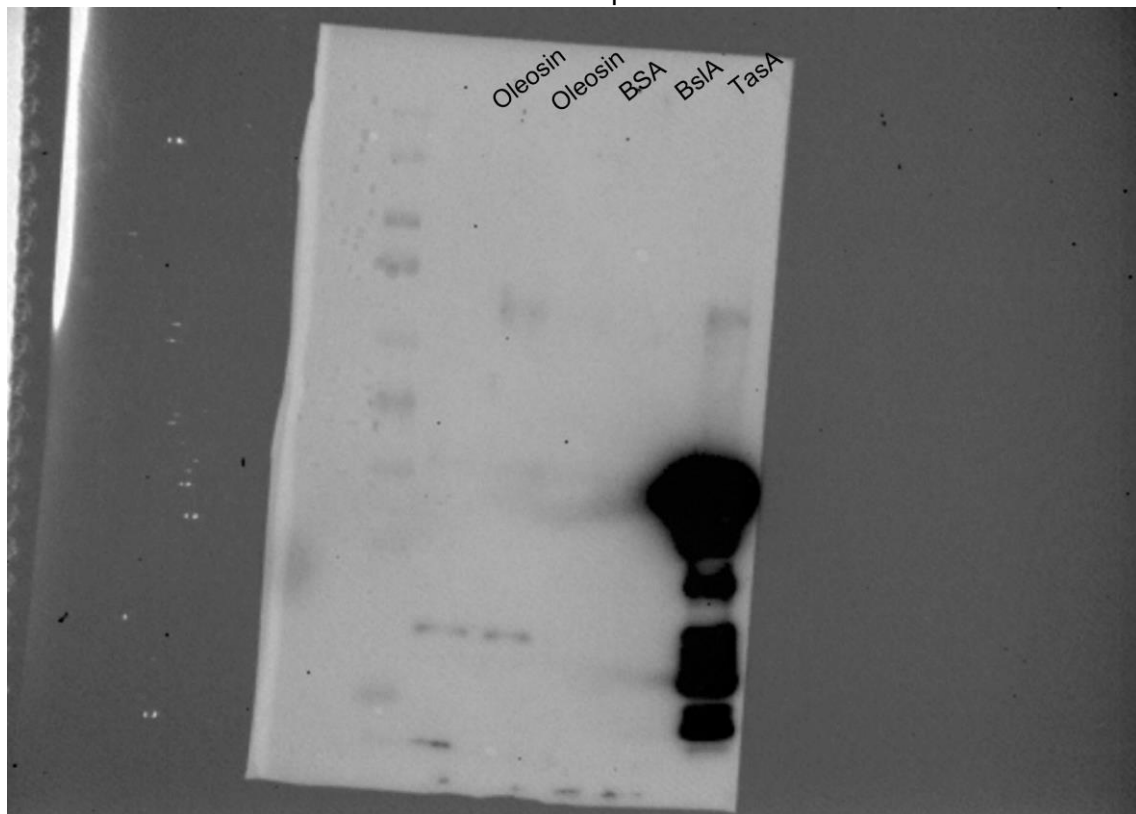

**Supplement:** Source Data Fig. 4 — Unprocessed gels and western blots.

How the deposited data were processed for this re-analysis (not part of the article)

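RNA was sequenced from melon seeds and leaves in 12 libraries, 2 in each of 6 groups: untreated seeds, seeds treated with *B. subtilis*, and leaves of plants grown from untreated or fengycin-treated seeds at 0 h and 48 h after inoculation with *B. cinerea*. The paper gives 16 h for the seeds and the sample labels give 5 days. For the leaves, the paper gives a fengycin dose of 10 µM. The sample labels describe polyA RNA and the methods a stranded total RNA kit.

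The authors deposited raw counts per gene, not normalized, for 29980 gene models. They trimmed the reads, discarded short ones, aligned the rest with Bowtie2 to the *Cucumis melo* genome, sorted them with SAMtools and counted uniquely localized reads. Of the count values, 100% are even in all libraries, for a reason not given in the sources used here. The authors also deposited tables of DEGs for the seeds (202 genes) and for leaves at 48 h (97 genes), with a log2 fold change, a p-value and a description per gene. In the methods these p-values combine the nominal p-values of edgeR and DESeq2 by Fisher's method with Benjamini-Hochberg adjustment. The descriptions were used for gene names, and a table of RefSeq genes was not used here for names because its identifiers are of another kind than those of the counts.

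Counts were scaled by TMM and filtered with filterByExpr, which kept 18229 genes in the seeds and 18966 in the leaves, and tested with edgeR's quasi-likelihood test (edgeR 4.0.16 and limma 3.58.1 in R 4.3.3), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The seeds were fitted alone (2 residual degrees of freedom) and the 4 leaf groups together (4 residual degrees of freedom). The comparisons were treated against untreated seeds and fengycin against control plants at 0 h and at 48 h. The others were 48 h against 0 h in each kind of plant, called infection here, and the interaction. Infection cannot be told apart from time or the inoculation procedure, since no leaves without the fungus were sampled at 48 h. DEGs also needed a log2 fold change above 1 or below -1. CPM values use TMM-scaled library sizes, and their SD is over the 2 libraries of a group. Standard errors are the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic, not a separate estimate.

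Alternatives were size factors by the median of ratios, upper-quartile scaling, library totals only, a filter of 1 count, a filter of 50 counts in 2 libraries, DESeq2 1.42.0, edgeR's likelihood ratio test, Fisher's combination as in the paper's methods, a threshold of 0.001, the compared groups alone, a term for the replicate number and leaving out each library. These, the comparisons and the gene lists were fixed before the data were examined. The compared groups alone were fitted only with edgeR's quasi-likelihood test. Added later were Fisher's combination at 0.001, repeated draws of the simulated counts, counts divided by 2, the effect of each library on the DESeq2 and Fisher counts, and the leaf comparisons without leaf control 0 h replicate 2.

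Named genes were those that the paper names and the descriptions identify, up to 4 members of each list by unadjusted p, and, for both seed and leaf fengycin comparisons, up to 10 called genes per direction with a description, a mean log2 CPM of at least 1 and no overlap between groups, or, where none with a description was called, the 3 smallest unadjusted p per direction, said not to be called. Gene names tagged in Fig. 1b and Fig. 5c were matched through the descriptions. Several genes share those of Hsp70_2, Hsp22, Hsp and Hsp70, which were assigned by the position of the point or, for Hsp70, only of the label in Fig. 1b, against the log2 fold change and p-value in the authors' deposited table. The 24 gene lists are keyword rules on the descriptions: photosynthesis, carbon metabolism, the glyoxylate cycle, heat shock proteins, heat shock factors, oil body proteins, storage and LEA proteins, gibberellin, abscisic acid, glutathione S-transferases, other glutathione metabolism, reactive oxygen species, jasmonic acid, pathogenesis-related proteins, WRKY factors, ethylene, phenylpropanoids, endoplasmic reticulum processing, cell wall loosening, histones and cell cycle, ribosomal proteins, root and vascular markers, leaf senescence and organelle-encoded genes. Matches of short keywords inside other words were left out. Descriptions cover only the authors' tables, so no set test was run.

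The procedure was tested on simulated counts with 200 changed genes, in 10 draws per comparison. Values are medians with the lowest and highest draw. Calls of unchanged genes grow with those of changed genes, so they do not give the number of false calls in the real data. The simulated spread of each gene was edgeR's estimate, which borrows from other genes and may differ from the real spread. The shares recovered may therefore not hold in the real data, where 0 calls do not show that no such changes exist. For the seed comparison, edgeR's quasi-likelihood test recovered 22.0% (12.5% to 29.2%) of changes of 1 on the log2 scale, 75.0% (69.2% to 84.8%) of 2 and 89.4% (84.8% to 95.4%) of 3. It called 18.5 (4 to 33) of 17777 unchanged genes, DESeq2 40.5 (26 to 47) and Fisher's combination 256.5 (234 to 326). For the leaf comparison at 48 h, it recovered 10.8% (6.15% to 21.2%), 70.0% (56.1% to 85.1%) and 83.4% (77.6% to 91.0%), and called 9 (4 to 14) unchanged genes, against 55.5 (38 to 83) and 305 (258 to 373). For the leaf comparison at 0 h, it recovered 12.5% (7.58% to 18.5%), 68.2% (55.4% to 79.1%) and 81.2% (75.4% to 91.0%), and called 9.5 (4 to 13) unchanged genes, against 64.5 (55 to 78) and 316 (280 to 344). With 56495694 to 70423722 counts per library, counting error is small for most genes, and the spread between 2 libraries limits the precision. Supplementary Table 5 of the paper was not used here, and neither were positions of genes in the genome.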

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

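The tests of the heat shock genes, the tests of a shift of all genes and of a library from 48 h, and the test of chance overlap were chosen only after the result was seen.

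The fengycin difference of MELO3C014485 changed from 0 h to 48 h after inoculation. Its log2 fold change between fengycin and control plants was lower at 48 h than at 0 h by an interaction of -3.39 (adjusted p = 0.0111 from edgeR's quasi-likelihood test, the 1 gene of 18966 called; DESeq2 called 48). At 0 h both fengycin libraries were above both control libraries, and at 48 h all 4 libraries lay between 50.8 and 57.6 CPM. The interaction lost its call in 6 of the 8 fits that each left out a library, with adjusted p between 0.0784 and 0.248 and values between -3.29 and -3.47: without either library of fengycin plants at 0 h, of control plants at 48 h or of fengycin plants at 48 h. The cause was not tested.

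Heat shock genes were lower in treated seeds, with a median log2 fold change of -3.69 over the 19 lower members. A wrong scaling factor is argued against, since it moves all genes alike: with library totals only, which are not centred on genes, the median log2 fold change of all 18229 genes was -0.0345 (quartiles -0.246 and 0.183), against -3.19 for the list. A single control library may carry much of the difference: without seed control replicate 1 the median of the 19 was -1.04 (quartiles -2.03 and -0.62, with 18 of them below 0), which leaves open whether that library is the whole cause. An effect of *B. subtilis* stays open too, since an exact permutation test of the list median per library, two-sided, gave p = 0.333, the smallest p that 2 libraries against 2 allow.

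Leaf control 0 h replicate 2 stood apart from its pair. A shift of all other genes by the share of a few abundant ones is argued against as the whole cause. TMM scaling moved this pair by 0.41 on the log2 scale. It took the genes more than 2-fold apart from 2708 to 2200, against at most 1500 in the other 5 pairs (SD 308). These counts add a smaller constant to low counts than those in the leaf passage, which were scaled by library totals only. Whether the abundant genes matter otherwise stays open, since leaving out the 10 most abundant moved almost nothing in any pair (2194 here and at most 1499 elsewhere). A library from 48 h under a 0 h label is also argued against, as its lowest correlation with the other libraries of 0 h was 0.961 and its highest with one of 48 h was 0.881, across genes. No biological explanation was tested, since the design gives both libraries of the pair the same condition.

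Of the genes lower in the authors' deposited seed table and those higher in the leaf table, 8 were shared, 5 of them heat shock genes, where 0.354 would be expected. The exact hypergeometric test for lists of this size gave a p of 2.15e-09. Like that expectation, it draws genes singly, while 5 of the 8 are heat shock genes. It therefore cannot decide whether chance explains the overlap. Variable genes that enter any list may explain a part, since random lists matched on expression and dispersion shared 4.17 on average. A share of 0.0087 of 10000 lists held as many, but these lists also draw genes singly, so this share cannot decide either. Genes that respond to stress in both tissues are a possible explanation that stays open: all 8 rose after infection in control plants, against 33 of the 46 other leaf genes (Fisher's exact test, two-sided, p = 0.176).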

How the results depend on the processing

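Counts divided by 2, the left-out libraries under DESeq2 and Fisher's method and the leaf fits without leaf control 0 h replicate 2 were chosen only after the data were seen; all other alternatives were planned. Limits: groups of 2 libraries, with at least 56495694 counts in each library, leave the spread between libraries, not depth, as the limit, and a group left with 1 library is assumed to vary like the others. The gene set test with camera was not run, because descriptions cover only the authors' tables, and the interaction has no fit on the compared groups alone. Whether libraries with the same replicate number were handled together is not known here. Over all genes, the deviations of same-numbered libraries correlated at 0.00833 in the seeds and at -0.108 to 0.184 in the leaves. A shared effect on a part of the genes is not excluded by these values. With library totals only, the median log2 fold change of all genes moved by 0.124 (fengycin at 0 h), 0.250 (infection in control plants) and -0.170 (interaction), and infection in control plants had 4602 genes higher and 1927 lower. The causes of the changes below were not tested.

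Seeds, higher and lower: called 6 and 43 with no filter, 2 and 57 with the replicate block, 100 and 135 with DESeq2, 68 and 122 with the likelihood ratio test, 338 and 412 with Fisher's combination, 0 to 77 and 0 to 362 without single libraries. DEGs were 6 and 43 with no filter, 2 and 57 with the block, 77 and 119, 66 and 122 and 197 and 300 with the other tests, 0 to 46 and 0 to 321 without single libraries. Genes shared with the authors' seed table were 46 with no filter, 53 with the block, 154, 133 and 199 with the other tests and 0 to 118 without single libraries. List members called were 1 and 14 with no filter, 20 lower with the block, 17 and 23, 14 and 28 and 19 and 42 with the other tests, 0 to 4 and 0 to 38 without single libraries. DESeq2 called 55 higher with halved counts, 1 to 353 higher and 28 to 472 lower without single libraries, and Fisher's combination 20 to 905 and 138 to 979. List medians ranged without single libraries from 1.33 to 2.04 (photosynthesis), 0.82 to 1.41 (carbon), -4.07 to -0.90 (heat shock) and -1.83 to -1.18 (oil bodies), with no change of sign under any scaling.

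Leaves at 48 h: DESeq2 called 48 and 15, the likelihood ratio test 36 and 16 and Fisher's combination 323 and 168, and 0 without single libraries. DEGs were 28 and 9, 28 and 12 and 120 and 72. Genes shared with the authors' table were 29, 22 and 74, list members higher 11, 8 and 17, and lower 2 with Fisher's combination. Without single libraries, DESeq2 called 2 to 150 higher and 0 to 93 lower and Fisher's combination 26 to 600 and 25 to 399. The median of the glutathione S-transferases ranged from 1.17 to 1.25.

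Leaves at 0 h: DESeq2 called 105 and 21, the likelihood ratio test 101 and 24, Fisher's combination 323 and 198, the threshold of 0.001 and the compared groups alone 0 higher, and 1 to 90 and 0 to 162 were called without single libraries. List members higher were 1 with each of DESeq2, the likelihood ratio test and Fisher's combination, and lower 1 and 2 with the last of these and 0 to 2 without single libraries. Without single libraries, DESeq2 called 64 to 598 and 12 to 861 and Fisher's combination 235 to 1261 and 101 to 1612. The overlap with infection genes was 71 with DESeq2, 75 with the likelihood ratio test, 220 with Fisher's combination, 293 at unadjusted p, 0 at 0.001 and in the compared groups alone, and 1 to 59 without single libraries.

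Infection, at 0.001: 693 and 215 in control plants (list members 10 and 0) and 1108 and 470 in fengycin plants (list members lower 0). Without single libraries, 2267 to 3647 rose and 1351 to 3501 fell in control plants (list members 18 to 20 and 1 to 4), and 2989 to 4948 and 1777 to 4467 in fengycin plants. Interaction: DESeq2 12 and 36, the likelihood ratio test 9 and 29, Fisher's combination 147 and 209, 0 lower at 0.001, 0 to 16 and 0 to 11 without single libraries; list members higher 2, 1 and 9 and 0 to 2 without single libraries, and lower 1 with DESeq2 and with Fisher's combination. MELO3C032563 reversed to 0.10 (infection in control plants, library totals only) and to -0.0391 (in fengycin plants, without leaf fengycin 0 h replicate 1, range -0.0391 to 0.90).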

Differences from the paper's values

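Fisher's combination at 0.001 was chosen only after the result was seen, and the other alternatives named here were set before the data were examined. The paper's thresholds are a combined p under 0.05 and a log2 fold change above 1 or below -1, and the same thresholds were applied to each adjusted p.

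For the seeds, the authors' deposited table, taken as the paper's value, holds 71 genes higher in treated seeds, and edgeR's quasi-likelihood test gave 0. The paper's value on the lower side is 131, and this test gave 0. DESeq2 (77 higher and 119 lower) and edgeR's likelihood ratio test (66 higher and 122 lower) lay within 1.5 times the paper's values. The combination by Fisher's method, which the paper's methods name, gave 197 and 300 and lay above them; its calls included 199 of the 202 genes of the table with the same direction. The other scalings, both other filters, the replicate block, the stricter threshold and each left-out library did not come within that range on either side.

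For the leaves at 48 h, the paper's value is 67 genes higher in fengycin plants, and edgeR's quasi-likelihood test gave 0. The paper's value on the lower side is 30, and this test gave 0. The authors' deposited leaf table holds no p above 0.000483, against 0.0169 in the seed table, so it is not a list of all genes under the paper's threshold of 0.05. None of the alternatives came within 1.5 times of these values. DESeq2 gave 28 higher and 9 lower, the likelihood ratio test 28 and 12 and the combination by Fisher's method 120 and 72. Every other alternative gave 0 and 0. DESeq2, the likelihood ratio test and Fisher's combination used only the joint fit of all leaf groups. The libraries at 48 h alone were fitted only with edgeR's quasi-likelihood test. What the paper's method gives on the libraries at 48 h alone was therefore not tested. Fisher's combination with an adjusted p under 0.001, chosen after the values were seen, gave 40 and 16 and dropped 62 of the 97 genes. DESeq2 called 29 of the 97 genes of the authors' deposited table in the same direction, the likelihood ratio test 22 and Fisher's combination 74.

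The log2 fold changes of the 25 genes matched to tags in Fig. 1b and Fig. 5c lay within 0.0196 of those in the authors' deposited tables, less than their standard errors; 4 of them, the heat shock genes, were matched with the help of those tables' values. On genes of germination-related hormones, the paper states that no change was found in treated seeds. edgeR's quasi-likelihood test called none of the 4 described genes of gibberellin and abscisic acid, while DESeq2 called 3 of them lower and all 4 are among the DEGs of the authors' deposited seed table.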

Other observations

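The gene groups named here were chosen after their values were seen, and the comparisons between seeds and leaves were not planned.

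The authors' seed table holds 8 genes of sulfate assimilation and sulfur transfer. By fitted values, 7 were lower and 1 was higher in treated seeds, with no test of the group. Sulfate assimilation supplies sulfur for cysteine and glutathione. The 5'-adenylylsulfate reductase MELO3C002450, which reduces activated sulfate, had 51.5 and 17.4 CPM in untreated seeds and 6.42 and 5.14 CPM in treated seeds, a log2 fold change of -2.57 (standard error 0.49), and a second copy, MELO3C007398, had -1.18 (standard error 0.23). The sulfate transporter MELO3C015798 had 118 and 91.6 CPM against 44.7 and 30.0 CPM, and SULFUR DEFICIENCY-INDUCED 1 (MELO3C006329) 19.3 and 8.23 CPM against 3.91 and 2.18 CPM. Sulfite reductase (MELO3C008194) and thiosulfate sulfurtransferase 18 (MELO3C007917) were lower too, but their untreated libraries lay far apart (9.75 and 67.8 CPM, and 2.42 and 49.7 CPM), and DESeq2 called neither. The thiosulfate sulfurtransferase 16 (MELO3C007949) was the higher one. edgeR's quasi-likelihood test called none of the 8 (all at an unadjusted p under 0.05), DESeq2 called 5 lower and Fisher's combination 6 lower and 1 higher.

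Protease inhibitors, which plants make against insects and pathogens, were higher by fitted values in leaves of fengycin plants 48 h after inoculation for 5 of 5 described genes of the authors' leaf table. MELO3C031605 had 12.6 and 7.90 CPM in control plants and 40.4 and 24.8 CPM in fengycin plants, a log2 fold change of 1.67 (standard error 0.35, adjusted p = 0.0119 from DESeq2), and MELO3C031607 had 1.35 (standard error 0.32, adjusted p = 0.0306 from DESeq2). edgeR's quasi-likelihood test called none of the 5, with 4 at an unadjusted p under 0.05, while it called all 5 higher after infection in control plants. A 9-cis epoxycarotenoid dioxygenase (MELO3C023086), of the enzyme family that makes the precursor of abscisic acid, had 34.0 and 33.9 CPM in control plants and 8.97 and 19.7 CPM in fengycin plants at 48 h; its spelling kept it out of the fixed list of abscisic acid genes, and neither edgeR (adjusted p = 0.683) nor DESeq2 (adjusted p = 0.114) called it.

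Of the 8 genes shared between the lower side of the seed table and the higher side of the leaf table, those outside the heat shock proteins were poly [ADP-ribose] polymerase (MELO3C002263, log2 fold changes of -2.38 in seeds and 1.02 in leaves at 48 h), the glutathione S-transferase MELO3C023220 and MELO3C009427 (-3.95 and 1.49). Of the 131 genes lower in the authors' deposited seed table, seed control replicate 1 was above seed control replicate 2 in 106 and seed *B. subtilis* replicate 1 above replicate 2 in 101. Of the 71 genes higher in that table, seed control replicate 1 was above seed control replicate 2 in 42 and seed *B. subtilis* replicate 1 above replicate 2 in 3. Whether the numbers of the replicates carry an order is not known here, so these counts describe only which library stood higher.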
